# Nuclease Footprints in Sperm Project Past and Future Chromatin Regulatory Events

**DOI:** 10.1038/srep25864

**Published:** 2016-05-17

**Authors:** Graham D. Johnson, Meritxell Jodar, Roger Pique-Regi, Stephen A. Krawetz

## Abstract

Nuclear remodeling to a condensed state is a hallmark of spermatogenesis. This is achieved by replacement of histones with protamines. Regions retaining nucleosomes may be of functional significance. To determine their potential roles, sperm from wild type and transgenic mice harboring a single copy insert of the human protamine cluster were subjected to Micrococcal Nuclease-seq. CENTIPEDE, a hierarchical Bayesian model, was used to identify multiple spatial patterns, "footprints", of MNase-seq reads along the sperm genome. Regions predicted by CENTIPEDE analysis to be bound by a regulatory factor in sperm were correlated with genomic landmarks and higher order chromatin structure datasets to identify potential roles for these factors in regulating either prior or post spermatogenic, i.e., early embryonic events. This approach linked robust endogenous protamine transcription and transgene suppression to its chromatin environment within topologically associated domains. Of the candidate enhancer-bound regulatory proteins, Ctcf, was associated with chromatin domain boundaries in testes and embryonic stem cells. The continuity of Ctcf binding through the murine germline may permit rapid reconstitution of chromatin organization following fertilization. This likely reflects its preparation for early zygotic genome activation and comparatively accelerated preimplantation embryonic development program observed in mouse as compared to human and bull.

Spermatogenesis is characterized by a series of morphological changes resulting in a motile, haploid and highly condensed cell. This is achieved in part through the compaction and restructuring of its nuclear architecture. The haploid expression and progressive deposition of transition proteins (Tnp) and protamines (Prm) within the chromatin fiber displaces the majority of histones from the double helix^1^. The degree to which the histones are replaced varies between species though in mouse it is estimated that between 1–5% of the sperm genome remains histone bound^2^. Once incorporated the protamines compact and silence the genome through the formation of disulfide bridges. Following protamination, the paternal gamete possesses a genomic packaging scheme unlike that of any other cell.

Nuclease mapping in conjunction with high-throughput DNA sequencing has become a powerful tool to rapidly and efficiently survey chromatin landscapes^3^. These approaches can be used to infer chromatin structure in a probabilistic manner based on the relative accessibility of DNA sequences to nuclease cleavage^4^. In sperm, DNAs released following MNase (micrococcal nuclease) digestion are thought to be primarily histone-associated, as evidenced by the discreet banding pattern they produce following electrophoretic resolution^5^. Adapting genome wide MNase mapping approaches to the study of sperm chromatin has highlighted the potential roles that nucleosome-bound DNAs may play in the gamete and following fertilization^6^,^7^,^8^,^9^.

Genomic regulation requires the ordered positioning of DNA within the limited confines of the nucleus. This is accomplished primarily through the folding and looping of chromatin which simultaneously permits interactions between distant genomic regions while reducing the physical volume of the genome. These structural features can be globally mapped through the use of high throughput proximity ligation assays (i.e., Hi-C)^10^,^11^. The preferential chromatin interactions identified by these techniques underlie the basis for dividing the genome into topological associated domains (TADs). These data have become available for various cell types providing a powerful resource for identifying putative cis regulatory partners that may lay beyond a linear DNA segment^12^,^13^.

To understand the cell type specific chromatin packaging strategy employed within the male gamete, mouse sperm were nuclease digested and the concomitant released nucleosome-associated DNAs subjected to high throughput sequencing. The susceptibility of the spermatozoon to enzymatic dissection was compared in sperm from wild type mice and a homozygous transgenic mouse model harboring a single copy insert of the human protamine locus. This 40 kb sequence was stable over many generations and did not alter spermatogenesis or impact fertility^14^. Transcriptomic and proteomic analysis established that their benign phenotype reflected decreased transcriptional activity of the suite of human transgenes as compared to the endogenous mouse locus. To understand its suppression in sperm, a nuclease footprinting approach was undertaken. Regions predicted to be bound by a regulatory factor in mature sperm were correlated with genomic landmarks and higher order chromatin structure datasets to identify potential roles for these factors in regulating either prior or post spermatogenic, i.e., early embryonic, events. This analysis identified a series of candidate enhancer-bound regulatory proteins that as mediated by Ctcf-DNA looping are expected to contribute to the robust expression of the endogenous protamines. Genome wide analysis of Ctcf binding suggested potential functions for this factor in the mouse gamete and embryo. Interspecies comparison of nuclease footprints failed to identify the presence of Ctcf in either human or bull sperm strongly suggesting its role(s) following fertilization are likely species specific.

## Results

### Nuclease sensitivity in wild type and transgenic mouse spermatozoa

Nucleosome-associated DNAs were released from wild type and transgenic mouse sperm with either Micrococcal Nuclease (MNase) or DNA fragmentation factor (DFF)^15^,^16^,^17^. Use of the latter nuclease provided a unique complimentary approach to probe sperm chromatin structure and served as an additional control for MNase cleavage bias^18^,^19^. Unlike MNase that has been proposed to cleave DNA along the dyad axis, the nuclease activity of DFF is restricted to nucleosomal linker regions due to the large size and steric positioning of the dimerized enzyme. Genome-wide nuclease sensitivity was well correlated amongst sperm samples (ρ ~ 0.89–0.91) and distinct from that observed following digestion of purified DNAs (Fig. 1). Nucleosome retention varied across sperm chromosomes highlighting the presence of broad regions of heightened nuclease sensitivity that could not be explained by GC content (Fig. 1A). Within mouse chromosome 16 the endogenous protamine domain resides within a region of elevated nuclease sensitivity (Fig. 1B,C). In comparison, transgenic sperm did not exhibit altered genome wide nuclease sensitivity despite the integration of an additional protamine locus. To assess the impact of this inserted human locus, MNase-seq coverage of specific regions of the mouse genome were correlated. Applying this approach to 20 kb regions centered on the endogenous mouse protamine locus, sequences flanking the site of transgene integration (chr19:39,397,384-39,397,385)^14^, or on randomly selected regions of equal length demonstrated that nuclease sensitivity within these regions was similar (ρ ~ 0.68) across all samples (Fig. 1D).

In contrast to a prior study that interrogated crosslinked mouse sperm chromatin, nucleosome coverage was not elevated within gene deserts (Supplemental Figure 1A)^20^. Sperm nucleosomes were enriched within transcription start sites, relative to control DNAs, as has previously been reported for analyzes of native human and mouse sperm chromatin (Supplemental Figure 1B)^6^,^8^. In the current study, mono- and polynucleosomal associated sperm DNAs were released following digestion with MNase (Supplemental Figure 1C) suggesting that the results reported herein do not reflect “over-digestion” of the paternal chromatin.

Testis RNA and sperm protein levels were analyzed to determine if the absence of altered chromatin structure in transgenic sperm was due to transcriptional/translational regulation or impaired incorporation of the transgenic proteins during chromatin condensation. 

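RNA of haploid germ cells was abundant in the transgenic testes. All 16 markers of round and elongating spermatids, among them the acrosomal gene Acrv1 and the tail fibre gene Odf1, had a mean TPM of at least 100, with a median of 821. TPM is each gene's length-corrected share of all transcripts. The median was 114 TPM over 14 spermatocyte markers and 8.28 TPM over 12 markers of spermatogonia, the earliest germ cells. Markers of Sertoli cells, which nurse the germ cells, had a median of 43.5 TPM over 11 genes, and markers of the androgen-producing Leydig cells had a median of 44.3 TPM over 9 genes. Peritubular muscle, immune cells and endothelium were lower, with medians of 12.7, 7.05 and 2.01 TPM over 5, 7 and 5 markers. Of 8 epididymal markers, only 2 were above 0 in every mouse, and 1 of these was Cst8, a cystatin also made by germ cells, at 1257 TPM. All these marker lists were written down before the data were examined. Total RNA came from the decapsulated testes of 4 adult transgenic mice, each sequenced as its own paired-end library. The authors aligned the reads to mm10 with the human insert added, using TopHat2 2.0.9, and counted uniquely aligned reads per RefSeq gene with HTSeq. The deposited columns are headed TPM, but they add up to 150676 to 167554 per mouse and were read as RPKM, which divides reads by gene length and library size. Each value was therefore divided by its column total, spike-in RNAs included, and scaled to TPM. The table holds 23395 genes and 92 spike-in RNAs, and the spike-ins took 1.41 to 1.72% of the total. Genes above 0 numbered 18229, 18508, 18627 and 18635 in mice 1 to 4, and 17071 genes were above 0 in all 4. The latter set is the paper's definition of a testis-expressed gene. The 10 most abundant RNAs held 10.5 to 11.5% of all TPM. Pearson's r of log2(TPM + 1) between any pair of mice was 0.987 to 0.988 across genes, which are not independent replicates. Among genes with a mean of at least 10 TPM, the largest spread between mice was in microRNAs (Mir1928, Mir3079 and Mir325), small nucleolar RNAs (Snord65 and Snord71) and the peptide hormone gene Cck. Each of them was at 0 in at least 1 mouse. The microRNAs and small nucleolar RNAs are very short, so few reads can give many TPM. Without counts their spread cannot be told apart from counting error. The paralogous dynein light chain genes Dynlt1a and Dynlt1b were also among the 10 most variable genes, because mouse 4 had only 4.76 and 2.76 TPM against means over the mice of 69.6 and 39.8 TPM. The kallikrein gene Klk1b8 and the uncharacterized 1700063D05Rik completed these 10 genes, whose SD on the log2 scale ran from 1.39 to 2.82. The table gives no read counts, so the total depth of each library is unknown. The commonest ratio between mice among genes under 2 TPM, taken as 1 read against 1 read, puts the depth of mice 2 to 4 at up to 1.17 times that of mouse 1. With 4 paired values the exact sign-flip test cannot give a two-sided p below 0.13.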

RNA-seq analysis of total transgenic testis RNAs demonstrated that the transgenes were transcribed but exhibited reduced expression relative to their orthologs and analogs in mouse and human testis (GSE69434), respectively (Fig. 2A,B). 

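Each human transgene of the protamine cluster gave RNA in all 4 testes, and each stayed below its mouse ortholog in every testis. PRM1 and PRM2 encode the human protamines that replace histones, and TNP2 encodes a transition protein that precedes them on the DNA. PRM1 reached 3124 ± 321 TPM (SD, n = 4 mice), which was 15.5% ± 0.951 of mouse Prm1 at 20202 ± 1781 TPM. The closest pair was PRM2 at 3075 ± 202 TPM and mouse Prm2 at 5705 ± 519 TPM, a share of 53.9% ± 7.01. PRM3, a protamine-like gene between PRM2 and TNP2, reached 122 ± 15.0 TPM, or 9.92% ± 0.585 of mouse Prm3 at 1228 ± 111 TPM. TNP2 was the lowest at 44.7 ± 8.48 TPM, 0.427% ± 0.0644 of mouse Tnp2 at 10481 ± 411 TPM. In GRCm38 the mouse cluster lies on the minus strand of chromosome 16, with Prm1 from 10796332 to 10796823 and Prm2 from 10791377 to 10792105. Prm3 lies from 10790508 to 10790914 and Tnp2 from 10787935 to 10788655. Both copies of each gene were measured in the same libraries, so every mouse serves as its own control. Human testis RNA was not analysed here.

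**Figure D1:**
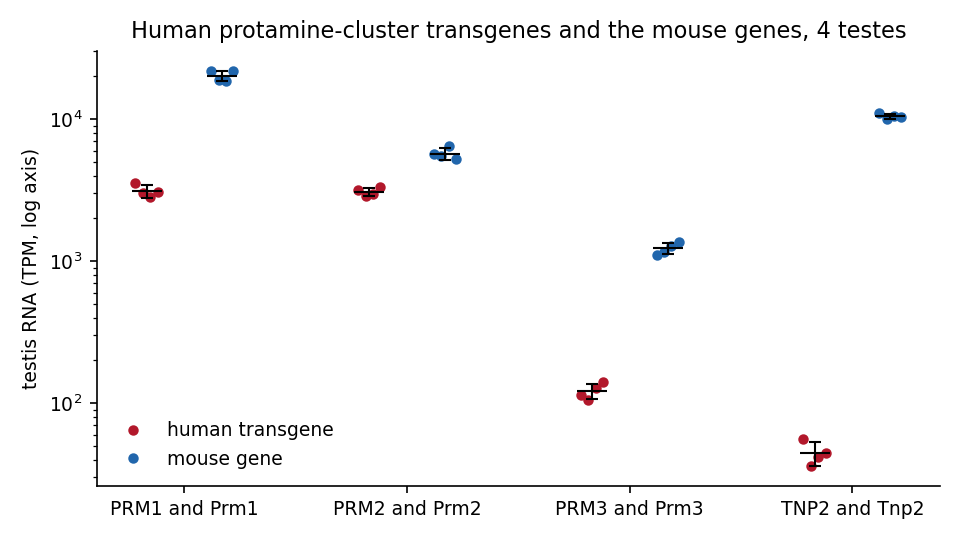
Testis RNA in TPM on a log axis for the 4 human transgenes (red) and their mouse genes (blue); each point is 1 of 4 mice, the long bar is the mean and the whiskers are the SD. The red points lie below the blue points for every pair, by the least for PRM2 at 53.9% and by the most for TNP2 at 0.427%.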

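PRM1 and PRM2 gave nearly equal RNA from the human insert, whereas Prm1 far exceeded Prm2 at the mouse locus of the same testes. The ratio of PRM1 to PRM2 was 1.02 ± 0.0914 (SD, n = 4 mice), with a lowest value of 0.934 in mouse 4 and a highest of 1.13 in mouse 1. Prm1 over Prm2 was 3.57 ± 0.548, from 2.86 in mouse 3 to 4.14 in mouse 4. The transgenic ratio was lower in 4 of 4 mice. On the log2 scale the transgenic ratio minus the mouse ratio was -1.80 ± 0.24 (SD, n = 4), a difference larger than the spread between mice (two-sided exact sign-flip test, p = 0.13, the smallest that 4 mice allow). The mouse ratio was taken from transgenic testes, since no testis RNA without the insert was analysed here.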

The average ratio of the transgenic protamines (TG PRM1/TG PRM2 ~ 1.02) differed from that observed in human (Hs PRM1/Hs PRM2 ~ 1.34) and wild type mouse (Mm Prm1/Mm Prm2 ~ 3.57) testes. Likewise, transgenic PRM3 and transgenic TNP2 RNA levels were similarly altered relative to wild-type and human testis RNA levels. 

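PRM3 and TNP2 made up a smaller part of the cluster's RNA at the human insert than Prm3 and Tnp2 did at the mouse locus. Relative to PRM2, the PRM3 level was 0.0396 ± 0.00355 (SD, n = 4 mice), while mouse Prm3 relative to Prm2 was 0.216 ± 0.0289. TNP2 relative to PRM2 was 0.0145 ± 0.00226, while mouse Tnp2 exceeded Prm2 at a ratio of 1.85 ± 0.151. The TNP2 transgene ranked 3554th among all RNAs by mean TPM and PRM3 ranked 1575th. Mouse Prm3 ranked 84th.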

Analysis of acid extracted transgenic sperm chromatin proteins demonstrated that incorporation of the transgenic proteins was reduced relative to that observed for the endogenous proteins and complimented the relative abundance of the corresponding RNAs in testis (Fig. 2C).

### Chromatin structure of the human and transgenic protamine locus

To identify potential causes of transgene suppression nuclease sensitivity within the transgenic and human protamine loci were compared. MNase digestion of transgenic mouse and human sperm chromatin demonstrated that the human protamine locus exhibited elevated nuclease sensitivity in either context (Fig. 3A,B). However, in contrast to the endogenous protamine loci in mouse (Fig. 1) and human sperm the nuclease sensitive conformation of the transgenic protamine sequence was flanked by nuclease-insensitive DNA (Fig. 3B). In human sperm the protamine gene cluster resides within an extended region of elevated nuclease sensitivity relative to control DNAs, reminiscent of that observed for the orthologous sequences in mouse sperm (Fig. 3A).

Candidate chromatin and genomic features that may contribute to haploid PRM transcription and nuclease sensitivity in sperm were identified within 5 Mb regions centered on the protamine loci (Fig. 4). Analysis of available Hi-C chromatin interaction datasets showed that the endogenous mouse and human gene clusters (Fig. 4A and Supplemental Figure 2) lay within approximately 0.5 Mb domains enriched in intrachromosomal contacts. These domains are largely invariant in all cell types examined (Supplemental Figure 3)^11^,^21^. The 5 Mb region encompassing the mouse protamine gene cluster contains 100 ENCODE predicted testis enhancers of which 18 are within the subdomain housing the protamine genes (Fig. 4A). In contrast to the chromatin domains harboring the endogenous PRM gene clusters, the transgenes integrated into a comparatively large, repeat dense region exhibiting relatively fewer intrachromosomal interaction events and no predicted testis enhancers (Fig. 4B).

The chromatin domains harboring the endogenous and transgenic protamine loci exhibited varied amounts of intrachromosomal contacts. Domain structure is known to be demarcated by Ctcf binding which is also responsible for mediating the DNA looping events. Analysis of round spermatid Ctcf ChIP-seq data^22^ identified 102 Ctcf peaks within the 5 Mb region and 17 Ctcf peaks within subdomain harboring the endogenous mouse protamine domain (Fig. 4A). Several of the Ctcf peaks are located immediately upstream of Tnp2 and intersect a previously identified nuclear matrix attachment site^23^,^24^. This sequence is conserved in humans and mutations within this region are correlated with infertility in men^25^ while the absence of this sequence in prior transgenic models of the human protamine locus subjects the transgenes to position effects^26^. 

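Ctcf, the zinc finger protein that shapes chromatin loops, had few sites among the footprints called in mouse sperm. Merged over its 3 motif models, Ctcf had 5798 sites, of which 3848 were called by every model, 876 by 2 models and 1074 by 1. Rest, a repressor of neuronal genes, had 1192 sites. Far more were called for the forkhead factors Foxj2 (94280), Foxa3 (47061) and Foxa2 (40496) and for the POU factor Pou2f1 (64340). Factor names follow Supplemental Table I, which assigns motif M00724, named HNF3alpha, to Foxa3 and motif M00791, named HNF3, to Foxa2. HNF3alpha is also an older name of Foxa1, so sites called Foxa3 here are sites of M00724 and need not belong to Foxa3. Footprints of homeobox motifs were deposited as 133836 merged intervals without the separate factors, with a median length of 16 bp. The remaining lists are for Nhp6b, a yeast high-mobility-group protein, with 82641 and 85610 sites for its 2 motifs, and for the fusion factor EWSR1-FLI1, with 4622. A footprint here is a motif instance around which the midpoints of sperm DNA fragments follow the pattern of a bound site. The authors released mononucleosomal DNA from sperm with micrococcal nuclease (MNase) or with DNA fragmentation factor (DFF), an apoptotic nuclease, and sequenced it. They aligned the wild type MNase, wild type DFF and transgenic MNase libraries to mm10 with Bowtie2 2.0.2, removed duplicates and pooled the 3 libraries. Motif instances in the top quintile of position weight matrix (PWM) values with mappable surroundings were scored with CENTIPEDE over 1 kb on each side. The deposited lists keep the sites with a posterior probability of binding of at least 0.95, with their PWM value in log2 units. All 12 lists together hold 568475 sites, or 328273 after overlapping sites were merged. Sites were used as deposited, and their bases were read from the GRCm38 sequence, the same assembly as mm10. The promoter of a gene ran from 5 kb upstream to 0.25 kb downstream of each start site of its curated RefSeq transcripts. A gene counted once for a factor when any of its promoters held a site. Because the libraries were pooled there are no replicates, and the depth behind each site is unknown. The lists hold only called sites, so a place without a site may also be one that was never scored.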

In the absence of mature sperm ChIP-seq data, genome wide Ctcf occupancy was inferred from MNase-seq data using the CENTIPEDE^4^ algorithm. CENTIPEDE employs a negative-multinomial distribution to model the spatial pattern of fragment midpoints around instances of transcription factor binding motifs. Ctcf binding to the motif lying between Socs1 and Tnp2 that is bound in round spermatids during the window of Prm expression^22^, was predicted to remain bound in mature sperm (Fig. 4A). This region of the endogenous protamine domain was also predicted to be bound in transgenic sperm. Similarly, occupancy of the syntenic CTCF motif upstream of TNP2 within the nuclease sensitive transgenic human protamine locus was inferred by CENTIPEDE. This site must be bound prior to nuclear condensation suggesting that its utilization by Ctcf may be functionally equivalent as that observed for the site positioned within the endogenous mouse protamine locus.

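The deposited Ctcf lists hold no site between Socs1 and Tnp2, and neither does any of the other lists. The closest Ctcf motif there lies just below the PWM values those lists start from. Socs1 encodes an inhibitor of cytokine signalling and is the nearest gene beside the protamine cluster. The interval between Socs1 and Tnp2 spans chromosome 16 from 10785537 to 10787934 in GRCm38, or 2398 bp. Its best match to the Ctcf motif M01200 is GAAACCTGTAGAGGGCAGTG on the minus strand, from 10786527 to 10786546. This match has a PWM value of 15.0, and the lowest value in that list is 15.8. For the motif MA0139.1 the best match sits at the same place with a PWM value of 15.2, and that list starts at 16.5. For M01259 it has a value of 13.8 and the list starts at 15.4. From Tnp2 to Prm1 the best Ctcf match to M01200 had a PWM value of only 10.6. A strong Rest motif, GCCAGCACCATGGCCAGATAC with a PWM value of 22.0, lies in a Prm1 exon from 10796720 to 10796740 but is not among the called Rest sites. The paper also scored Ctcf motifs of lower PWM value, and those calls are not used here.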

### Mouse spermatozoa harbor bound chromatin factors

Round spermatid ChIP-seq and sperm MNase-seq data were used to infer the binding status of Ctcf. In mature sperm this factor is predicted to remain bound to conserved motifs within the endogenous and transgenic protamine loci. In wild type mice this association was verified in the preceding cell type and presumed to be similarly bound within the transgenic sequence. This suggested that motifs contained within the transgenic protamine locus could be accessed and bound by their cognate factors. Therefore, suppression of the transgenes was likely not to due blocked protein binding within the integrated locus. However, removed from its endogenous chromatin domain the transgenic protamines would be reliant upon factor(s) binding to neighboring DNA elements to contribute to locus control.

To determine whether the mouse spermatozoal chromatin landscape contains factors of potential regulatory importance in addition to Ctcf, sites corresponding to known position weight matrices (PWMs)^27^,^28^ were identified throughout the genome and their occupancy deduced from the sperm nuclease-seq datasets with CENTIPEDE^4^. Regardless of genotype (TG or WT) or nuclease selection (MNase vs. DFF) posterior probabilities of binding were well correlated for all factors in which motif PWM values were predictive of the CENTIPEDE footprint (Z-score ≥ 5; Supplemental Figure 4). The sperm datasets were pooled, removing alignments to the integrated transgenic DNA and reanalyzed identifying 46 chromatin factors (52 motifs) predicted to be bound in mature sperm (Fig. 5). In addition to the PWM value, the influence of GC content (±200 bp motif) and local sequence conservation on occupancy were estimated using a generalized linear model (Materials and Methods equation 1). 

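The lists of Ctcf and Rest sites stood apart from the others in where their sites lay. Of the Ctcf sites 11.3% were in promoters, and of the Rest sites 9.50%, while promoters make up 5.31% of the genome. Promoters held 4.88% of merged Foxj2 sites, 4.73% of Foxa3 sites, 3.72% of homeobox intervals and 3.43% of Pou2f1 sites. Introns held 44.3% of Ctcf sites and 41.9% of Pou2f1 sites. Repeats separated the lists further: soft-masked sequence, where the assembly marks repeats in lower case, covers 36.4% of the genome. It held 8.18% of Ctcf and 6.05% of Rest sites but 93.3% of Foxj2, 79.1% of Foxa3, 64.2% of Pou2f1 and 44.8% of homeobox sites. The share was 99.9% for EWSR1-FLI1, whose GGAA motif recurs in simple repeats. Many Foxj2 and EWSR1-FLI1 sites overlap each other, and merging reduced them to 53065 and 1843.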

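Among all instances in the genome, scored or not, stronger motifs of Ctcf and Rest were listed as bound more often. For Foxj2, Foxa3 and Pou2f1 they were not. All instances in GRCm38 with a PWM value at or above the lowest in a list were found again and ranked into quintiles by PWM value. Of the Ctcf M01200 instances 7.45% were listed in the lowest quintile and 24.9% in the highest. The other Ctcf motifs rose from 5.13 to 25.5% (M01259) and from 9.41 to 27.4% (MA0139.1). Rest rose from 13.1 to 26.2%. Foxj2 stayed level, with 13.1% listed in the lowest quintile and 12.7% in the highest. Pou2f1 fell from 17.6 to 8.45% and Foxa3 from 15.6 to 11.7%. Instances of equal PWM value were split between quintiles by position, and the highest Foxa3 value fills the top quintile and part of the one below. Over all quintiles the listed share was alike, at 13.9% of 33157 Ctcf M01200 instances, 16.3% of 7309 Rest instances, 15.4% of 418188 Pou2f1 instances, 13.7% of 690653 Foxj2 instances and 14.4% of 326721 Foxa3 instances. Mappability was not filtered in this scan, so some unlisted instances were never scored. The paper retained only factors whose PWM values predicted footprints among the instances it did score. The shares given here cannot be set against that selection.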

The CENTIPEDE Ctcf model was a clear outlier exhibiting elevated conservation and PWM Z-scores and was only modestly influenced by the sequence context neighboring the factor motif(s) (Fig. 5A,B).

Hierarchical clustering of bound motifs according to their genomic distributions (Jaccard similarity index) identified a subset of overlapping motifs utilized by the homeobox domain protein family (n = 27; Fig. 5C, dashed box; Supplemental Figure 5, purple box). 

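Sites of related factors overlapped strongly, and the merged homeobox intervals shared little with any other list. The Jaccard index, the bases shared by a pair of lists over the bases in either, was 0.734 for the Ctcf motifs M01200 and MA0139.1 and 0.621 for M01200 and M01259. The forkhead factors formed a group of their own, with 0.398 for Foxa3 and Foxa2, 0.166 for Foxj2 and Foxa2 and 0.130 for Foxj2 and Foxa3. The Nhp6b motifs reached 0.948 with each other. With the homeobox intervals the index was 0.0137 for Foxj2, 0.0111 for Nhp6b and 0.00793 for Pou2f1. Rest shared almost no bases with any Ctcf list, at 5.69e-05 or less. The homeobox intervals were deposited already merged over the family, so overlaps among its members could not be computed.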

The proteins in this cluster possess highly similar PWMs (Supplemental Figure 6) but exhibit a broad range of RNA levels in testis (Supplemental Data 1). 

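Testis RNA of the homeobox factors ranged from none to the level of Ctcf, a widely expressed gene. Of the 24 mouse homeobox factors in Supplemental Table I, 8 had a mean of at least 1 TPM, 13 were above 0 in all 4 mice and 4 were at 0 in every mouse. Hoxd8, a posterior patterning gene of the Hox clusters, had the highest mean at 25.4 ± 1.21 TPM (SD, n = 4 mice), against 24 ± 1.7 for Ctcf. Pou2f1, an octamer-binding factor, had 13.0 ± 0.928 TPM. Prrx1 followed at 4.52 TPM, then Hoxc6 at 1.77, Lhx9 at 1.57, Isl2 at 1.08 and Tlx2 at 1.01. The pituitary factor Pou1f1, Pou3f4, Lmx1b and Dbx1 gave no RNA. Barx2, Hoxb4 and Vsx1 were each above 0 in a single mouse, so their means rest on 1 library.

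**Figure D2:**
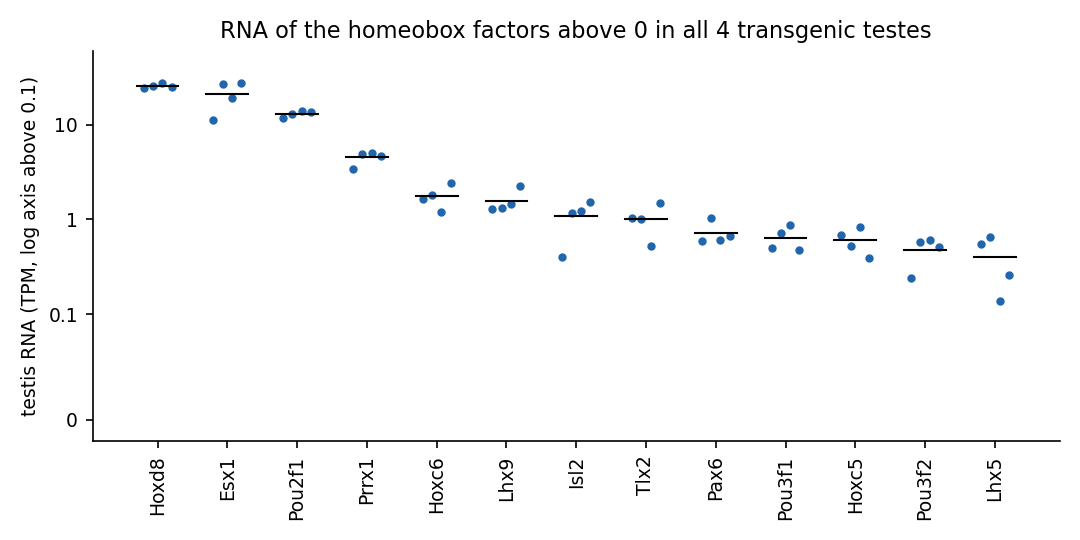
Testis RNA in TPM, on an axis that is logarithmic above 0.1, for the 13 homeobox factors above 0 in every mouse; each point is 1 of 4 transgenic mice and each bar the mean. Hoxd8 and Esx1 lead with means of 25.4 and 21.0 TPM.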

Within this subset of proposed sperm chromatin factors Pax6 (Paired box 6) and Esx1 (Extra-embryonic tissue-spermatogenesis-homeobox gene 1) have been previously observed in testis^29^. However, Pax6 was not detected in mature sperm and its relative RNA level in testis is 3% that of Esx1. In contrast, of all the homeobox family members predicted to be bound in sperm, Esx1 RNA levels were the 2^nd^ most abundant of these factors in testis (Supplemental Table 1; Supplemental Data 1). 

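Pax6 RNA was far below Esx1 RNA in each of the 4 testes. Pax6, a paired-box regulator of eye and brain development, averaged 0.722 ± 0.205 TPM (SD, n = 4 mice) and ranked 9th among the homeobox factors. Esx1, an X-linked gene of placenta and spermatogenic cells, averaged 21.0 ± 7.57 TPM. Pax6 was 3.43% of Esx1 ± 1.2 (SD, n = 4), a log2 difference of -3.61 with Pax6 lower in 4 of 4 mice (two-sided exact sign-flip test, p = 0.13, the smallest possible). Pax6 lies on chromosome 2 of GRCm38 from 105668896 to 105698410 and Esx1 on chromosome X from 137115397 to 137122131.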

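Hoxd8 had a higher mean than Esx1, but the order of this pair changed from mouse to mouse. Among the homeobox factors Esx1 ranked 3rd in mouse 1, 1st in mouse 2, 2nd in mouse 3 and 1st in mouse 4, and 2nd by its mean. Mouse 1 had 11.2 TPM of Esx1, against 19.0 to 27.2 TPM in the other mice. Esx1 minus Hoxd8 was -0.34 on the log2 scale (SD 0.56, n = 4 mice), with Esx1 higher in 2 of 4 mice (two-sided exact sign-flip test, p = 0.5). The difference between Esx1 and Hoxd8 is thus within the spread between mice. Pou2f1, next in order, was below Esx1 in 3 of 4 mice, with a log2 difference of -0.58 (SD 0.50, exact sign-flip p = 0.25).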

The Esx1 protein has been localized to late spermiogenic cell types including the mature gamete^30^.

Approximately 95–99% of the histones have undergone replacement by protamines following spermatogenic nuclear remodeling in mouse, yet MNase digestion of sperm chromatin reveals a similar relationship between several chromatin binding proteins and nucleosome periodicity in the histone-depleted gamete. Recapitulating observations from somatic cells^31^, this nucleosome periodicity extends for approximately 1.5 kb in sperm (Fig. 5D; solid green and blue lines). In contrast, aggregate nucleosome coverage is indistinguishable from control DNAs in the absence of a binding event (Fig. 5D; dashed green and blue lines vs. solid red lines). Prioritizing motifs with a corresponding testis expressed factor and a nuclease footprint indicative of flanking nucleosome periodicity identified 17 sperm chromatin bound factors (Supplemental Table 1; Supplemental Data 2, 3). 

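Most mouse factors to which the paper assigns a deposited footprint list had RNA in every testis, and Foxa2 had none in any. Rest, the repressor of neuronal genes, had 18.3 ± 2.42 TPM (SD, n = 4 mice). Irf2, an interferon-regulatory factor of Supplemental Table I, was higher at 28.8 ± 1.64 TPM, and the zinc finger factor Zfp384 had 27.0 ± 1.30 TPM. Aire, which drives self-antigen expression in the thymus, had 0.995 ± 0.631 TPM. Ikzf2, a lymphoid zinc finger factor, had 0.301 ± 0.0705 TPM. Foxa2, a regulator of endoderm, was at 0 in all 4 testes, although its motif has a list of footprints. Foxa1, a forkhead gene whose older name HNF3alpha is that of motif M00724, was detected in mouse 4 alone, at 0.111 TPM. Nucleosome periodicity around the motifs cannot be read from lists of sites.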

Two Pou2f1 (POU domain, class 2, transcription factor 1) motifs were partitioned into separate groups after hierarchical clustering (Supplemental Figure 5). 

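Pou2f1 sites of the deposited motif, M00138, overlapped more with Nhp6b than with the homeobox intervals. This motif is one of the pair that the paper tested, and the other is not in the files as a list of its own. Pou2f1 lies on the minus strand of chromosome 1 in GRCm38, from 165865150 to 166002749. By bases, Pou2f1 sites had a Jaccard index of 0.0332 with Nhp6b and 0.00443 with Foxj2. Of the 55648 merged Pou2f1 sites, 4.38% overlapped a homeobox interval.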

A prior study identified this factor in mature mouse sperm and correlated its motif with nuclease sensitive DNAs^32^. In the same way as Ctcf, Pax6, Esx1, and Pou2f1, two members of the winged helix transcription factor family are expected to be bound in sperm and have previously been identified in the male germline. Similar to Pax6, both Foxj2 (Forkhead box J2) and Foxa3 (Forkhead box A3) are expressed in round spermatids and in other testicular cell types, but have yet to be identified in the mature gamete suggesting that if bound in sperm the factors are not abundant^33^,^34^,^35^. 

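Foxj2 and Foxa3 were both transcribed in the testis at low levels, well below Pou2f1 or Rest. Foxj2, a forkhead activator that lies on chromosome 6 of GRCm38 from 122820184 to 122845366, had 4.62 ± 0.578 TPM (SD, n = 4 mice). Foxa3, a forkhead factor of liver and testis on chromosome 7 from 19013283 to 19023539, had 1.49 ± 0.622 TPM, with 0.706 TPM in mouse 2 and 2.20 TPM in mouse 1. All 4 mice had RNA of both genes.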

The remaining nuclease footprinted nucleosome associated factors await confirmation in mouse sperm.

### Sperm chromatin bound factors are enriched within regulatory regions

To infer likely prior and future functions of the bound motifs observed in mature sperm chromatin, their occupancy in known regulatory regions and promoters were compared. Analysis of ENCODE testis ChIP-seq datasets highlighted associations between nuclease footprints and active chromatin features^36^. Regions of Ctcf, Foxj2 and Rest (RE1-silencing transcription factor) binding in sperm were significantly associated with peaks of active histone modifications including H3K4me3 and H3K27ac (P < 3.7 × 10^−16^ – 6.2 × 10^−286^). 

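Promoters of testis-expressed genes carried more Foxj2 footprints and fewer Rest footprints than promoters of other genes, and Pou2f1 footprints did not differ between them. Expressed genes are those with RNA in all 4 testes, 16941 of the 23124 genes measured and matched to a curated transcript. The other genes include most olfactory receptors, as only 59 of the 1115 measured were expressed. Receptor promoters held Pou2f1 footprints at 12.9% of genes, and the comparison was not repeated without them. Foxj2, a forkhead activator, had a promoter footprint in 1689 expressed genes (9.97%) and in 462 other genes (7.47%), an odds ratio of 1.37 (Fisher's exact test adjusted over 10 lists, p = 1.930e-08). Rest, which silences neuronal genes outside neurons, had one in 72 expressed genes (0.425%) and in 42 others (0.679%), an odds ratio of 0.624 (same exact test, adjusted p = 0.0382). Pou2f1, an octamer-binding factor, had one in 1122 expressed genes (6.62%) and in 420 others (6.79%), an odds ratio of 0.973 (same exact test, adjusted p = 0.686). Genes with a Rest promoter footprint had less RNA than genes without, with medians of 1.11 and 3.79 TPM and a log2 difference of -1.18 (permutation test across genes, adjusted p = 0.00745). Among genes of at least 1 TPM the difference was -0.76 and no longer past the threshold (same permutation test, adjusted p = 0.135). For Foxj2 these medians were 4.34 and 3.70 TPM (log2 difference 0.18, same permutation test, adjusted p = 0.111). The background decided several of these directions. Against expressed-gene promoters under random shifts of the sites along their chromosomes, the count was 1.56 times the mean for Rest, 0.959 times for Foxj2 and 0.658 times for Pou2f1. Against other genes with promoters of the same GC content, the odds ratio was 1.66 for Pou2f1, 1.49 for Foxj2 and 0.582 for Rest. The Rest value has an adjusted p of 0.0689 (exact test), and this matching kept 5140 of the 16941 expressed genes. Genes are not independent replicates, because neighbours share promoters.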

Rest, Foxj2, and Pou2f1 sites in sperm were also significantly enriched within promoters of genes expressed in the male germline (P < 8.2 × 10^−6^–1.9 × 10^−79^), residing within regions marked by active histone modifications in testis. Motifs bound by Foxj2 and Pou2f1 were found within 4,386 testis promoters suggesting that these transcription factors are important regulators of spermatogenic transcription. 

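Foxj2 and Pou2f1 footprints were found at the same gene more often than their separate frequencies would give. Among expressed genes 264 had a promoter footprint of both factors, where 112 would be expected if they were independent (odds ratio 3.11, Fisher's exact test, p = 3.132e-43). The footprints of a gene may lie in different promoters of it. The test takes all expressed genes as alike. Neither GC content nor the number of promoters per gene was matched, so their part in this excess is unknown. Counted by promoter, 278 held both factors and 2971 held either, and 2547 expressed genes had a footprint of either factor. The most abundant RNAs with a Foxj2 promoter footprint were Dbil5, encoding an acyl-CoA-binding protein of spermatids, at 3815 ± 126 TPM (SD, n = 4 mice), the germ cell gene Phf7 at 2598 ± 78.3 TPM and the chaperone gene Hsp90aa1 at 2281 ± 70.7 TPM. With a Pou2f1 footprint they were Smcp, of the sperm mitochondrial sheath, at 10965 ± 619 TPM, Meig1, needed for spermiogenesis, at 4318 ± 254 TPM and the testis tubulin gene Tuba3b at 974 ± 84.2 TPM. Genes that carried both included the imprinted retrotransposon-derived gene Peg10 at 15.9 ± 1.7 TPM, Pou2f1 itself, and Gad1, which makes the neurotransmitter GABA, at 0.399 ± 0.226 TPM. Foxj2 alone was found at the acrosomal gene Acrv1 (584 TPM), the tail fibre gene Odf1 (1450 TPM) and the germ cell helicase gene Ddx4 (447 TPM). Pou2f1 alone was found at Pgk2 (411 TPM), the glycolytic kinase of meiotic and later germ cells, and at the spermatid kinase gene Tssk6 (119 TPM). RNA did not differ between genes with and without a Pou2f1 footprint (log2 difference -0.09, permutation test across genes, adjusted p = 0.607). From the number of testis promoters with these motifs, the paper proposes that Foxj2 and Pou2f1 are important regulators of transcription in spermatogenesis.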

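Over the promoters of all RefSeq genes, Rest and Ctcf footprints were more frequent than under random shifts along the chromosomes. Those of most other factors were less frequent. The shifts ran over whole chromosomes, without regard to base composition, mappability or gaps in the assembly. An excess or a lack against them therefore need not reflect binding. Promoter footprints of Rest were counted in 123 of 26180 genes, where 1000 random shifts of the sites along their chromosomes gave a mean of 69.0, a ratio of 1.78 (two-sided permutation p = 0.001998, the smallest these shifts can give; adjusted over 10 lists, p = 0.00285). For Foxj2 the ratio was 0.915, for Foxa3 0.898, for the homeobox intervals 0.730 and for Pou2f1 0.671. EWSR1-FLI1 was at chance, with a ratio of 1.00. Counted as intervals, Rest sites overlapped promoters with an odds ratio of 1.92 (bedtools, Fisher's exact test, adjusted p = 1.907e-09), and the same measure was 0.932 for Foxj2 and 0.618 for Pou2f1. Of 35 neuronal genes with a Rest-binding RE1 element, listed before the data were examined, 9 had a Rest promoter footprint. The RE1 element is the Rest motif itself, so a higher share than in other genes is built into this list. They were the synaptic genes Syn1, Syp and Syt4, the secretory granule genes Chgb and Vgf, the receptor genes Chrm4, Chrnb2 and Gria2, and Gad1. The most abundant RNAs with a Rest promoter footprint were the thymosin gene Tmsb15a at 1511 ± 294 TPM (SD, n = 4 mice), the synaptonemal complex gene Syce1 at 1320 ± 38.6 TPM and AA467197 at 823 ± 40.6 TPM. Among the RE1 genes Chgb had 9.09 ± 0.670 TPM and Chrm4 8.09 ± 0.922 TPM, while Syn1 had 0.199 ± 0.0541 TPM.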

A similar analysis of all RefSeq gene promoters demonstrated that only Rest exhibited a significant enrichment within this broad set of regions (P < 2.5 × 10^−171^). 

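Ctcf, which organizes chromatin loops, was enriched at promoters here, both those of testis-expressed genes and those of all genes. It had a promoter footprint in 511 expressed genes (3.02%) and in 103 other genes (1.67%), an odds ratio of 1.84 (Fisher's exact test adjusted over 10 lists, p = 1.930e-08). The other genes include most olfactory receptors, none with a Ctcf promoter site, which raises this ratio. With promoters matched on GC content, which kept 5140 of the 16941 expressed genes, the odds ratio was 1.37 (exact test, adjusted p = 0.0269). That value is from 1 random draw. Over 100 other draws of matched genes the ratio ran from 1.07 to 1.57, with a median of 1.31. Over all genes 682 had a Ctcf promoter footprint, where random shifts of the sites gave a mean of 334, a ratio of 2.04 (adjusted permutation p = 0.00285). The shifts take no account of base composition or mappability. The expressed genes of highest RNA with a Ctcf promoter footprint were Smim24, a small membrane protein gene, at 2770 ± 72.8 TPM (SD, n = 4 mice), the spermatogenic factor gene Spz1 at 1794 ± 83.2 TPM and Tcp11, needed for sperm motility, at 1740 ± 56.5 TPM. RNA did not differ between genes with and without a Ctcf footprint (log2 difference -0.11, permutation test across genes, adjusted p = 0.613). Among genes with at least 1 TPM those with a Ctcf footprint had less RNA, with a log2 difference of -0.59 (same permutation test, adjusted p = 2.000e-04). Predicted enhancers were not analysed here.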

Ctcf sperm footprints were not enriched in the above promoter sets but were significantly associated with predicted testis enhancers reflecting the role of this factor in regulating chromatin interactions (P < 3.6 × 10^−224^). Bound motifs corresponding to Foxj2 and Rest were also significantly associated with testis enhancers though to a lesser degree (P < 2.7 × 10^−3^ and P < 0.014, respectively).

To identify candidate regulators of protamine transcription the distribution of sperm nuclease footprints was determined within the 5 Mb search regions (Fig. 4) housing the protamine gene clusters. A similar number of footprints were observed within these extended regions of interest on chromosomes 19 and 16 (n = 650 and 598, respectively) as well as within the chromatin domains^23^,^37^,^38^ harboring the transgenes and mouse protamines (n = 50 and 43, respectively). However, the relative density of footprints was greater proximal to the endogenous gene cluster reflecting the reduced size of the domain containing these sequences. 

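The 5 Mb regions around the transgene integration site and around the endogenous protamine cluster held similar numbers of footprints. On chromosome 19, from 36897384 to 41897384 in GRCm38, 829 sites were counted over all lists. On chromosome 16, from 8292379 to 13292379, there were 773, a ratio of 0.932 that does not differ from 1 (exact binomial test, p = 0.169). With overlapping sites of all lists merged, the counts were 431 and 438. Homeobox intervals were the most frequent, with 179 on chromosome 19 and 175 on chromosome 16. Foxj2 had 174 and 169 sites, Pou2f1 66 and 71, Foxa3 85 and 63, and Rest 2 and 5. Ctcf had 13 sites around the integration site and 9 around the protamine cluster. The domains within these regions were taken from gene bounds, a choice made after the data were seen because the paper's text gives no coordinates for them. The integration domain, from the end of Hells to the start of Pdlim1, held 39 sites, and the protamine domain, from Dexi to Litaf, held 56. Counts are of called sites at the stringent PWM cutoff, without the relaxed calls that the paper made in these regions.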

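Footprints were denser around the endogenous protamine cluster than in the domain that received the transgenes. The protamine domain spans 0.429 Mb of chromosome 16 from 10530207 to 10959273 and had 131 sites per Mb. The integration domain spans 1.25 Mb of chromosome 19 from 38970470 to 40222239 and had 31.2 sites per Mb. The 5 Mb regions that hold these domains had 154.6 sites per Mb on chromosome 16 and 165.8 on chromosome 19. The protamine domain was thus no denser than its surroundings, while the integration domain was sparser than its own. The density ratio of the protamine to the integration domain was 4.19 (exact binomial test, p = 6.539e-12). With overlapping sites of all lists merged it was 4.51 (same binomial test, p = 2.858e-08), and with the 3 Ctcf motifs counted once it was 3.74. The test takes sites as independent, although sites overlap and lie in groups. The endogenous domain had 14 Pou2f1 sites to 5 in the integration domain, 7 Foxj2 sites to 2, 6 Foxa3 sites to 3 and 11 homeobox intervals to 7. Nhp6b had 3 sites to 6 for each of its motifs, Foxa2 had 3 to 3 and EWSR1-FLI1 had 0 to 7. Given the sizes of the domains, only EWSR1-FLI1 was less dense in the protamine domain. The 7 EWSR1-FLI1 sites overlap each other in a GGAA repeat of an intron of Cyp2c29, a cytochrome P450 gene, from 39295530 to 39295571. Most footprints near the protamines lie in introns of Clec16a, an autophagy gene with 32.7 ± 2.86 TPM (SD, n = 4 mice), or between genes. Foxj2, Foxa2 and Foxa3 sites coincide in a Clec16a intron around 10643227 and again between Clec16a and Socs1 around 10773433. A group of 10 of the Pou2f1 sites lies between 10894619 and 10894920, and an Nhp6b site at 10783861 lies in an exon of Socs1, which had 1.66 ± 0.646 TPM. All 10 of these Pou2f1 sites are soft-masked repeat sequence, and outside them the protamine domain has 4 Pou2f1 sites. No site of any list lies over Tnp2, Prm3, Prm2 or Prm1. Of the integration domain 59.7% is soft-masked as repeats, and of the protamine domain 23.0%, and mappability was not measured here.

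**Figure D3:**
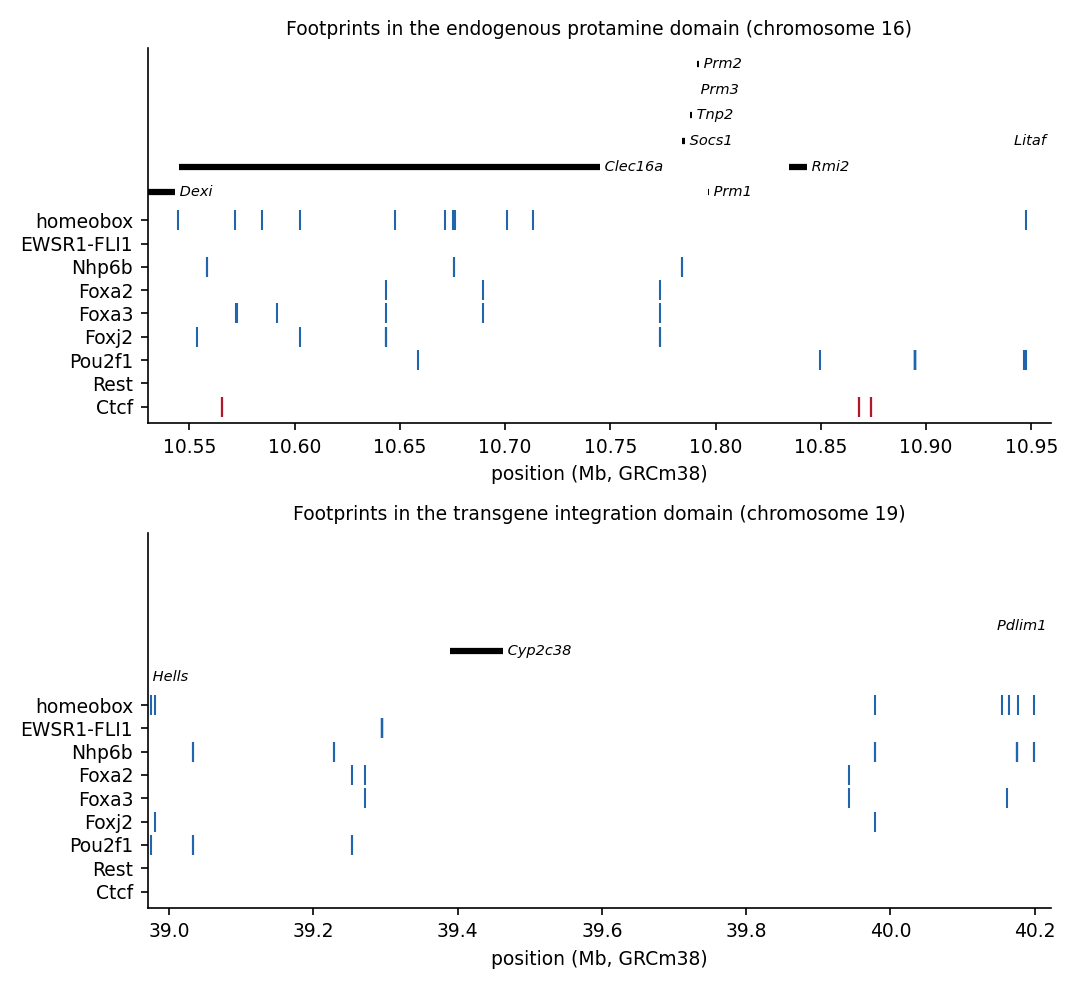
Positions in Mb of GRCm38 of the footprints of 9 factors or groups (ticks, Ctcf in red) and of genes (black bars) in the endogenous protamine domain of chromosome 16 (top) and the transgene integration domain of chromosome 19 (bottom). The top panel covers 0.429 Mb and the bottom one 1.25 Mb, and the 3 Ctcf ticks are all in the top panel.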

Ctcf exhibited a limited presence in the larger domain harboring the integrated transgenic sequences. This region contained only seven spermatid Ctcf ChIP-seq peaks and no corresponding Ctcf footprints in sperm (Fig. 4B), with the exception of the single SOCS1-TNP2 Ctcf footprint present within the human transgenic construct. In contrast the endogenous Prm domain was relatively enriched in Ctcf, containing 17 ChIP-seq peaks and 3 sperm Ctcf footprints (Fig. 4A). 

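None of the deposited Ctcf sites lies in the integration domain, by any of the 3 Ctcf motifs. Rest had 0 sites there as well. The cytochrome genes Cyp2c55, Cyp2c29, Cyp2c38 and Cyp2c70 fill this part of chromosome 19, and Cyp2c38 had 0.675 ± 0.233 TPM in testis (SD, n = 4 mice). Hells, a chromatin remodeler at the domain's left edge, had 17.3 ± 1.7 TPM, and Pdlim1, a cytoskeletal gene at its right edge, had 4.63 ± 0.335 TPM. Its sites were 24 in introns and 15 between genes. Alignments to the human insert were removed before the lists were made, so its own Ctcf motif is not covered.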

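Ctcf had 3 sites in the endogenous protamine domain, and every one was called by all 3 Ctcf motifs with a posterior probability of 1. The first lies in an intron of Clec16a on chromosome 16, from 10565672 to 10565691 in GRCm38, with the sequence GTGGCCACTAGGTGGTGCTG and a PWM value of 19.7. The others lie on the far side of the cluster, between Rmi2, a DNA repair gene, and Gm21859. One runs from 10868084 to 10868103 (TTGCCCAGCAGGTGGCAGCA, PWM value 19.1) and the other from 10873793 to 10873812 (ATGACCACTAGGTGGCACGG, PWM value 19.3). The protamine genes therefore sit between Ctcf sites, with Litaf, a regulator of endosomal trafficking at 16.5 ± 0.839 TPM (SD, n = 4 mice), beyond the right-hand pair. Dexi, at the left edge, had 6.07 ± 2.34 TPM.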

To detect factors that may have contributed to regulating the expression of the protamine locus through binding testis enhancer elements, the initial stringent footprinting analysis was repeated, relaxing parameters for sites identified in either 5 Mb search region (Methods). This expanded analysis identified six footprints overlapping predicted enhancers within the endogenous Prm domain. Additional occupied sites were also localized within the protamine gene cluster (Fig. 6). Factors predicted to be bound to enhancer elements in sperm (Table 1) are expected to have been inherited from prior cell types as observed for Ctcf in round spermatids and the mature gamete.

### Sperm chromatin bound factors are enriched near sites of embryonic transcription

The group of homeobox domain motifs identified by hierarchical clustering did not exhibit a significant association with testis promoters or regulatory regions. 

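Homeobox footprints were about as frequent in promoters of testis-expressed genes as in other promoters. Matching GC content or widening footprints by 1 kb gave an excess past the threshold. Homeobox footprints were found in 2608 expressed genes (15.4%) and in 896 other genes (14.5%), an odds ratio of 1.07 (Fisher's exact test adjusted over 10 lists, p = 0.133). The other genes include most olfactory receptors, as only 59 of the 1115 measured were expressed. Receptor promoters held homeobox footprints more often (21.9%), which lowers this ratio, and the comparison was not repeated without them. RNA did not differ between genes with and without a homeobox footprint, with medians of 3.763 and 3.758 TPM (permutation test across genes, adjusted p = 0.988). Even so, some of the most abundant RNAs had one: Tnp1, a transition protein gene, at 32581 ± 1614 TPM (SD, n = 4 mice), its uncharacterized neighbour 1700027A15Rik at 12234 ± 678 TPM, and Oaz3, an antizyme of spermatids, at 1175 ± 58.0 TPM. With promoters matched on GC content, which kept 5140 expressed genes, homeobox footprints were more frequent in expressed genes. The odds ratio was then 1.62 (same exact test, adjusted p = 2.573e-18), and with 1 promoter per gene it was 0.987. Under random shifts of the sites, expressed promoters held 0.723 times the expected count.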

Rather this group of related factors, including Hoxd8 (Homeobox D8), Tlx2 (T cell leukemia, homeobox 2), and Lhx5 (LIM homeobox protein 5), were significantly enriched upstream of ribosomal RNA sequences (P < 2.7 × 10^−3^–5.5 × 10^−8^). Transcription of these sequences has recently been demonstrated as necessary for zygotic maturation^39^. 

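Among the ribosomal RNA genes annotated in RefSeq, 1 of 62 had a merged homeobox footprint in its promoter. Of these 62 genes 48 lie in 1 array on chromosome 8 whose promoters merge into a single interval, so the separate promoters are too few to compare with those of other genes. This gene class was chosen after the data were seen. Hoxd8 and Tlx2 footprints are not separated from those of Lhx5 in the merged intervals, so each factor's own count could not be made. Among these factors Hoxd8 led in testis RNA, Tlx2 had 1.01 TPM, and Lhx5, a gene of forebrain development, had 0.40 TPM.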

Foxa3 and Foxj2 sperm footprints also exhibited a significant association with these regions (P < 6.4 × 10^−6^ and P < 2.5 × 10^−4^, respectively).

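Foxa3 and Foxj2 sites were found upstream of 2 and 1 of the 62 ribosomal RNA genes. Because 48 of these genes share 1 merged promoter, the counts do not tell whether either forkhead factor is more or less frequent there than elsewhere. Ctcf had a site at 0 of the 62 genes. Ribosomal RNA copies outside these annotated genes were not counted.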

Sperm derived nucleosomes may also contribute to the establishment of embryonic chromatin in other regions of the genome. Dysregulation of spermatogenic polyADP-ribose metabolism alters histone positioning within the gamete and is correlated with perturbed expression of the olfactory receptor genes in the 2-cell embryos sired by treated males^40^. 

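Homeobox footprints were more frequent in promoters of olfactory receptor genes, the largest mouse gene family, than in those of other genes. They were found at 246 of 1125 olfactory receptor genes (21.9%) and at 14.8% of 25055 other genes, an odds ratio of 1.61 (Fisher's exact test adjusted over 10 lists, p = 2.581e-09). Olfactory receptor promoters are rich in A and T, with a mean GC content of 37.2% against 46.1% in other promoters. Against promoters matched on GC content the homeobox odds ratio was 0.945 (95% confidence interval 0.762 to 1.17, exact test, adjusted p = 0.901). Under random shifts of the sites the count was 1.14 times the mean (adjusted permutation p = 0.472). Ctcf had no site in any olfactory receptor promoter, Foxj2 had one at 68 genes (6.04%, odds ratio 0.624, exact test, adjusted p = 1.543e-04), and Rest had one at 3. The Foxj2 call was lost under shifts, with a ratio of 0.648 (adjusted permutation p = 0.0666), and with promoters from 1 kb upstream (odds ratio 0.641, exact test, adjusted p = 0.106). The receptors themselves were nearly silent in testis: of 1115 measured, 59 had RNA in all 4 mice.

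**Figure D4:**
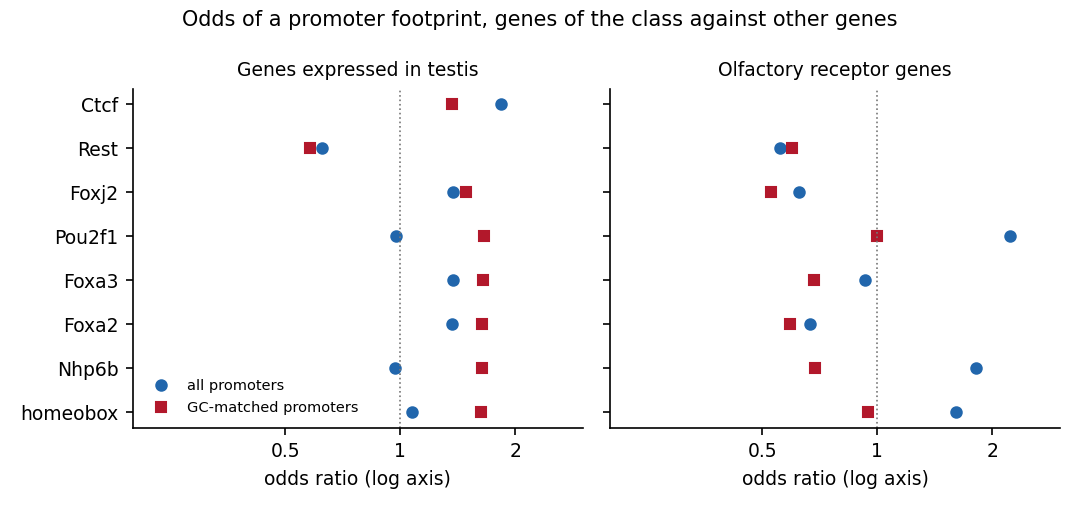
Odds ratio of a promoter footprint on a log axis for 8 footprint lists, in genes expressed in testis (left) and olfactory receptor genes (right) against other genes; circles are all promoters and squares are promoters matched on GC content. On the left Pou2f1 moves from 0.973 to 1.66 with matching, and on the right it moves from 2.22 to 1, while Ctcf has no point on the right because no olfactory receptor promoter held a site.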

Homeobox domain footprints identified in sperm were significantly enriched in the promoters of this gene family (merged homeobox sites, P < 1.7 × 10^−38^). 

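The merged homeobox footprints reached receptor genes on most chromosomes that hold them. Of 292 olfactory receptor genes on chromosome 2, 63 had a homeobox promoter footprint, and of 239 on chromosome 7, 54 did. Among chromosomes with more than 6 receptor genes the share ran from 9.41% of 85 genes on chromosome 11 to 53.8% of 13 genes on chromosome 13. None of the 6, 5 and 2 receptor genes on chromosomes X, 8 and 3 had one. When each footprint was widened by 1 kb on both sides, 281 receptor genes had one, or 25.0%. Within the receptor clusters, homeobox sites numbered 59.0 per Mb in promoters and 27.9 per Mb in flanks 10 to 60 kb away (exact binomial test, p = 2.625e-28). Over all autosomes homeobox intervals numbered 53.6 per Mb. Receptor promoters were thus near the density of the autosomes, and the flanks were below it. Mappability of promoters and flanks was not measured.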

In total the merged set of bound homeobox domain motifs overlapped 31% of all olfactory receptor gene promoters (354/1130). 

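Pou2f1 footprints of motif M00138 were also more frequent in olfactory receptor promoters than in others. They were found at 145 of the 1125 genes (12.9%) and at 6.25% of other genes, an odds ratio of 2.22 (Fisher's exact test adjusted over 10 lists, p = 2.814e-14). Random shifts of the Pou2f1 sites gave a ratio of 1.48, which is not past the threshold (adjusted permutation p = 0.0599). With promoters matched on GC content Pou2f1 had an odds ratio of 1 (95% confidence interval 0.760 to 1.32). Olfactory receptor promoters held 1.29 instances of the Pou2f1 motif each, against 0.439 in other promoters. Of those instances 186 of 1461 were called as bound in receptor promoters and 2009 of 13396 elsewhere (odds ratio 0.827, Fisher's exact test, p = 0.0198).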

The alternative Pou2f1 motif was also significantly enriched within these regions (n = 151, P < 3.5 × 10^−96^). Similarly, a set of Ctcf nuclease footprints was enriched within the promoters of genes differentially expressed in mouse embryo pronuclei relative to oocytes (n = 106, P < 2.8 × 10^−284^; Fig. 7). These footprints are accompanied by well positioned arrays of polynucleosomes that overlap the promoter sequences thereby imparting a preferentially accessible structure necessary for early utilization by the embryo.

### Characterization of Ctcf in mouse sperm

Nucleosome coverage across the endogenous and transgenic loci suggested a potential role for Ctcf in coordinating expression of these sequences. In both somatic cells and sperm, the binding of Ctcf in addition to establishing chromatin domains, locally results in well positioned arrays of polynucleosomes (Fig. 5D)^41^,^42^. In the male gamete, these nucleosome arrays contained both canonical and replication-independent histones (Supplemental Figure 7). Ctcf footprints were also observed in modified H3K27me3 but not H3K4me3 sperm datasets^8^ likely reflecting the varied distributions (broad and diffuse vs. narrow and dense, respectively) of the opposing histone modifications^36^. However, the role that Ctcf serves within the static sperm nucleus remains unclear, though any proposed functions must bookend sperm maturation and fertilization due to chromatin condensation.

Ctcf footprints identified in sperm significantly overlapped ChIP-seq peaks associated with this factor in round spermatids (P < 2.2e-16, Fisher exact test; Fig. 8A)^22^. Greater than 86% of the Ctcf motifs predicted to be occupied in the male gamete (n = 5009/5797) correspond to a binding event in the earlier cell type (Fig. 8B). Relaxing the minimum PWM value (PWM value ≥ 13; Methods) used to identify Ctcf binding sites in sperm returned 2,170 additional footprints of which approximately 76.5% overlapped a spermatid ChIP-seq peak (n = 6,109/7,967). Ctcf motifs predicted to be occupied in sperm which lacked a corresponding ChIP-seq peak reflect sites that failed to reach significance in spermatids and not the presence of exclusive binding within the gamete (Supplemental Figure 8A). A minor subset of sperm Ctcf footprints (~13.5%, Fig. 8B) coincide with regions bound by both Ctcf and the highly related protein Boris (Brother of Regulator of Imprinted Sites; Supplemental Figure 8B). Contrary to a recent report^22^, several independent observations suggest that in mature mouse sperm, Ctcf is primarily associated with nucleosomes and not Boris. The latter factor has been localized to pre-meiotic spermatogenic cells^43^ and appears to be gradually depleted following meiosis as demonstrated by a strong reduction in ChIP-seq peaks in round spermatids, relative to that observed for Ctcf (n = 5,393_Boris_ and 42,493_Ctcf_).

ChIP-seq analysis of Ctcf binding in round spermatids and CENTIPEDE footprinting in mature sperm suggest that of the 42,493 Ctcf peaks identified in the prior cell type approximately 82% are evicted during the histone-protamine transition. Motifs that remain occupied in mouse sperm are significantly enriched within Ctcf ChIP-seq peaks from testis and embryonic stem cells, although the sites occupied by this factor in sperm are relatively few in number (P < 0.0001, odds ratio ~1063; Fig. 8C,D). Ctcf footprints detected in mature sperm were log-normally distributed along the chromosomes, exhibiting a median distance between sites of approximately 230.5 kb (S.D. ~ 1 Mb; Supplemental Figure 9). 

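Neighbouring Ctcf footprints lay a median of 193 kb apart, closer than random places would. The 5798 merged Ctcf sites gave 5778 distances within chromosomes, with a 95% bootstrap interval of 184 to 203 kb for the median, an SD of 811 kb and a longest distance of 16354 kb. The same number of random places on the same chromosomes had a median of 294 kb on average over 1000 draws (277 to 307 kb) and an SD of 479 kb. The spacing of Ctcf sites was thus shorter at the median and wider in spread than that of random places. A single motif gave medians of 232 kb for M01200, 216 kb for M01259 and 241 kb for MA0139.1. The SD of the M01200 distances was 1012 kb. On a log10 scale the distances leaned to the short side, with a skewness of -0.98 and an excess kurtosis of 2.06, where a log-normal distribution has 0 for both. Distances between the random places leaned the same way, with a mean skewness of -1.08. Of the distances 74 were under 1 kb.

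**Figure D5:**
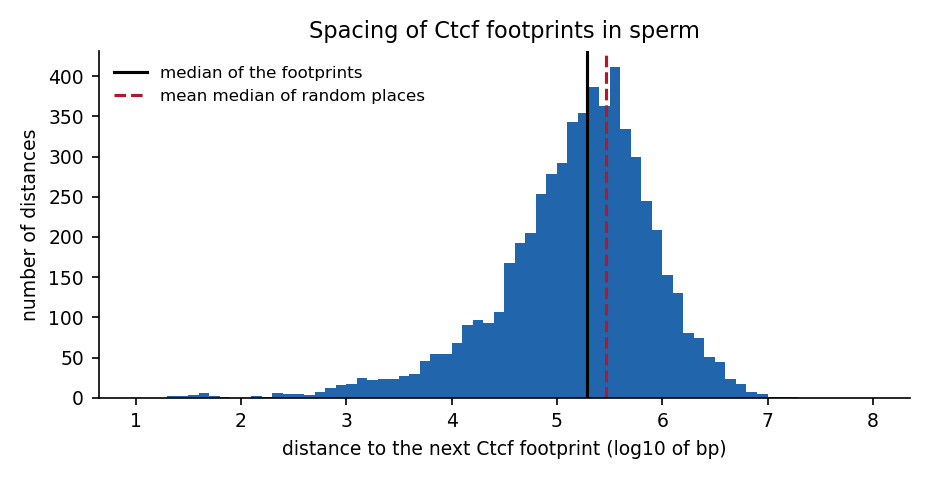
Histogram of the distance from each Ctcf footprint to the next one on the chromosome, as log10 of bp, for 5778 distances; the solid line is their median and the dashed line the mean median of random places. The solid line at 193 kb lies left of the dashed line at 294 kb, and the left tail is longer than the right.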

Occupied mouse sperm Ctcf motifs (posterior probability > 0.95) were also significantly enriched within the boundaries of embryonic stem cell (ESC) TADs (P < 4.3 × 10^−232^; p < 1.0 × 10^−4^, Empirical p-value) to a greater degree than unbound sites (posterior probability > 0.5; P < 1.8 × 10^−20^; P < 4.5 × 10^−2^, Empirical p-value).

### Ctcf is absent in man and bull

Ctcf motifs predicted to be bound in murine spermatozoa (posterior probability > 0.95) exhibited a greater degree of conservation than sites lacking a nuclease footprint (posterior probability > 0.5; P < 2.2 × 10−16, Mann–Whitney U-test; Fig. 9A). This suggested that the retention of this chromatin insulator in sperm may be a conserved facet of mammalian paternal gametes. Prior studies have correlated sequences containing CTCF binding motifs with nucleosome-associated DNAs in human sperm^7^ and transcripts encoding this factor are abundant in human testis (Supplemental Data 1). Subjecting human and bull^44^ sperm mononucleosome MNase-seq libraries to the CENTIPEDE footprinting revealed that Ctcf is not bound in mature sperm of either species (Fig. 9B). The availability of previously published human sperm datasets from two independent laboratories, in addition to the human sperm MNase-seq data reported herein, indicated that this finding was sample independent and observed regardless of the experimental protocol employed^9^,^44^. Further, exhaustive analysis of available PWMs indicated that well phased polynucleosomal arrays are not associated with any known motifs in human sperm (Supplemental Figure 10). The Ctcf footprint within the transgenic sperm human protamine domain directly contrasted that observed in human sperm further supporting the conclusion that chromatin packaging in mammalian sperm is not reliant on a single feature such as sequence-context but driven by another, or the combination of several features.

## Discussion

To dissect chromatin packaging in the mature male gamete, nucleosome bound DNAs were enzymatically released from wild type and transgenic mouse sperm. The susceptibility of the transgenic sperm chromatin to nuclease attack was not perturbed despite the presence of an additional protamine locus in these cells (Fig. 1). The integrated human protamine gene cluster also exhibited elevated levels of nuclease digestion relative to controls. This is similar to the nuclease sensitivity exhibited by the endogenous mouse and human protamine loci (Figs 1 and 2A), which has been shown to lie within a DNase I-sensitive structure established during meiosis then persisting throughout^23^,^45^. In humans and mice, the chromatin conformation of this region of chromosome 16, assumed prior to nuclear condensation, may reflect the generalized nuclease sensitivity of a larger domain which persists within the mature male gamete^37^,^38^,^45^.

Analysis of total transgenic and human testis RNAs demonstrated the failure of the transgenes to achieve the levels of expression of either the endogenous human or mouse gene clusters (Fig. 2A,B). This was apparent in the reduction of the transgenic PRM RNAs to 70–77% relative to that observed in man. Indeed, all transgenic RNAs, except PRM3, were significantly reduced relative to either of their endogenous counterparts in mice or man. 

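All 4 transgenic RNAs, PRM3 included, were below their mouse counterparts in every one of the 4 mice. The log2 difference between transgenic and mouse RNA was -0.89 for PRM2 (SD 0.19, n = 4 mice), -2.69 for PRM1 (SD 0.09), -3.33 for PRM3 (SD 0.09) and -7.86 for TNP2 (SD 0.21). Each difference exceeds the spread between mice, and each has a two-sided exact sign-flip p of 0.13, the smallest that 4 mice allow. The share of mouse Prm2 reached by PRM2 ran from 46.2% in mouse 3 to 63.0% in mouse 4. From the reduced transgene RNA, together with the protein found in sperm, the paper proposes that too little human protamine was made to change how sperm chromatin resists nuclease.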

Transgenic PRM3 was nearly double that observed in human testis, however this transcript is present at relatively reduced levels (Fig. 2B). Proteomic analysis of transgenic sperm chromatin demonstrated that the relative amount of protamine protein utilized by the gamete directly corresponded to RNA availability (Fig. 2C). These results are in accord with the view that the similarity in nuclease sensitivity observed in wild type and transgenic mouse sperm was likely due to suppressed transcription of the inserted human sequence precluding excessive protamine incorporation during nuclear remodeling.

Prior mouse models in which the human protamine gene cluster integrated as multi-copy insertions also exhibited reduced levels of expression relative to the endogenous protamines^37^, but was expressed independent of its site of integration. In all transgenic lines bearing the 40 kb human sequence transcription of the transgenes was restricted to the testis and conformed to the expected temporal and spatial patterns of expression^14^,^26^. This supports a model in which full expression of the locus cannot be promoted solely from regulatory elements within the inserted sequence despite their ability to insulate against ectopic effects.

The elevated nucleosome coverage observed within the transgenic human protamine locus and the reduced expression levels of the transgenes suggested that locus control was not solely dependent on the integrated sequence but driven by other factors. Recent reports have characterized the impact of higher order chromatin structures on regulating genomic function^46^. Three-dimensional genomic organization is functionally stratified into large sub-chromosomal compartments correlated with either active or silent chromatin^10^. Further partitioning of these compartments identifies regional preferences in chromatin interactions which form the basis of TADs^12^. At this level of genomic organization, interactions between discrete loci occur with increased frequency within domains relative to across domain boundaries^11^. This is best characterized by intra-domain DNA looping events, such as those observed between promoters and their cognate enhancers^47^. Conserved across species and between cell types, TADs are established through the binding of insulator proteins such as Ctcf. Perturbation of Ctcf binding sites within TAD boundaries alters domain structure and looping interactions consequently impacting gene expression^48^. Analysis of available Hi-C datasets demonstrated that the endogenous human and mouse protamine loci are positioned in TADs that include regulatory features absent or depleted from the subdomain harboring the integrated transgene. The native chromatin environment of the endogenous mouse protamine locus is enriched in intrachromosomal contacts, predicted testis enhancers, spermatid Ctcf ChIP-seq peaks, and regulatory factor footprints predictive of prior spermatogenic function (Fig. 4A). In contrast, the transgenic cluster lies within a large repeat-rich TAD depleted of cis regulatory elements. (Fig. 4B).

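Genes of sperm chromatin were among the most abundant RNAs of the mouse testis. Tnp1, a transition protein gene on chromosome 1 from 73015074 to 73015899 in GRCm38, had the most RNA. Prm1 ranked 2nd and Tnp2 ranked 5th in each of the 4 mice, and Prm2 ranked 6th in mice 1 to 3 and 7th in mouse 4. 1700027A15Rik, the uncharacterized neighbour of Tnp1, ranked 3rd and Smcp 4th. Behind them came the actin-binding thymosin gene Tmsb10 at 5172 ± 320 TPM (SD, n = 4 mice), Meig1, and the translation genes Eif1 at 4087 ± 314 TPM and Pabpc1 at 3937 ± 236 TPM. The human transgenes PRM1 and PRM2 ranked 13th and 15th. Over the 20 measured genes of sperm chromatin packaging the median was 386 TPM, and 12 of them had at least 100 TPM.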

In mouse testis, the Prm1, Tnp2, and Prm2 transcripts are respectively the 2^nd^, 5^th^, and 6^th^ most abundant RefSeq RNAs (Supplemental Data 1). These levels reflect the need to nearly repackage the entire histone-bound genome with protamine proteins. This magnitude of expression from a single gene cluster is likely achieved through a DNA looping mechanism in which the protamine promoters are brought into contact with one or more neighboring testis enhancer elements. Such an event is likely mediated by the binding of Ctcf upstream of Tnp2 which is bound to this region in mouse round spermatids. The nuclease footprint corresponding to this factor is also observed overlapping this region in mature sperm suggesting that this interaction is maintained throughout spermiogenesis.

In this model, Ctcf coordinates a DNA looping event promoting the interaction of enhancer and promoter regions driving full locus expression once recruited upstream of the protamine locus. This is expected to occur through the binding of Ctcf within the 5′ region of the protamine locus thereby promoting intra-domain chromatin interactions between the members of the gene cluster and *cis* regulatory elements. It is reasonable to expect that mechanisms regulating expression in haploid cells possessing nucleosome-bound genomes parallel those of their diploid somatic counterparts^11^. Experimental manipulation of Ctcf binding sites results in perturbation of Ctcf mediated looping and locus suppression^48^. Binding of Ctcf to the conserved CTCF motif present in the integrated sequence was likely not impeded, as evidenced by the nuclease footprinting observed in mature transgenic sperm. Accordingly this factor would have not been able to coordinate interactions between the transgenes and enhancers and factor binding sites not present within the integrated sequence. Though relevant candidate enhancers await identification in human testis, in lieu of the proposed native regulatory elements, the transgenes may rely upon neighboring DNAs to contribute to locus control. Integrated within a TAD depleted of intrachromosomal interactions, enhancers and regulatory factor footprints the transgenic human protamine domain exhibited reduced levels of transgenic PRM RNAs. The reduced transcriptional permissivity of the transgenes suggests that although the integrated DNA possessed the necessary cis regulatory information to insulate and promote its own expression, this sequence alone was not able to recapitulate full locus expression when removed from its endogenous chromatin environment. While long-range intra- or inter-chromosomal contacts between the transgenic promoters and distant enhancers cannot be excluded, such events are infrequent^11^,^12^. The transcription of this locus, though reduced relative to the endogenous protamines, likely contributes to its maintenance in a nuclease sensitive conformation following nuclear condensation^8^.

It is known that nuclease sensitive sperm DNAs are enriched in Ctcf motifs^7^ and prior MNase-seq analysis of sperm chromatin has identified this protein and its corresponding nuclease footprint in mouse spermatozoa^20^. However, this study did not comprehensively report whether other chromatin proteins might remain bound in sperm. CENTIPEDE analysis of nucleosomal DNA identified a cohort of regulatory factor footprints that remain bound to sperm chromatin (Fig. 5). These results likely provide a record of past chromatin regulatory action. Footprints corresponding to factors predicted to be bound in sperm were significantly enriched within promoters active in testis as well as within corresponding peaks of active histone modifications. This suggested that the binding of these proteins within the chromatin subdomains housing the endogenous and transgenic protamine loci might have contributed to the varied levels of expression (Fig. 6). These regulatory proteins are notable contenders for driving expression of the protamine gene cluster through Ctcf mediated DNA looping by binding upstream of Tnp2. An interesting association was also observed between genomic regions predicted to be active in testis and associated with inferred sites of Rest binding in sperm. The enrichment of the Rest factor within these regions suggests that it may contribute to transcriptional silencing prior to nuclear condensation.

Sites of predicted factor enrichment also included regions expressed in the early embryo. Though not significantly associated with sites of testis transcription, homeobox domain motifs (Fig. 5C) predicted to be bound in sperm exhibited a significant enrichment upstream of rRNA sequences and within the promoters of the olfactory receptor gene family. Zygotic ribosomal RNA transcription has recently been shown to be required for the first cell division in mouse^39^. This process is dependent on the deposition of H3.3 within the paternal pronucleus by the Hira histone chaperone. Sperm chromatin retention of transcription factors within a nucleosome-associated conformation upstream of rRNA sequences may contribute to this process by serving as sites of nucleation for further histone incorporation^1^. As proposed for the rRNA genes, maintaining the promoter regions of the olfactory receptor gene family sequences in association with bound transcription factors flanked by nucleosomes may prime these regions for early use in the embryo^40^. Sites of predicted Ctcf binding in mature sperm were enriched within the promoter regions of genes differently expressed in pronuclei embryos relative to oocytes (Fig. 7). Together these results suggest that sites of predicted factor binding in mouse sperm may prime zygotic chromatin for early utilization. Though the majority of chromatin proteins, including Ctcf, are evicted during the histone-protamine transition the regulatory factors that persist in mature sperm may impact the next generation (Fig. 8C,D). Preferential retention of Ctcf in sperm demarcating higher order chromatin structures suggests the paternal gamete packages DNA in a manner conducive to the inheritance of global genomic organization following fertilization. This could be achieved during nuclear remodeling, by maintaining large stable chromatin domains at the expense of disrupting the subdomains they envelope^11^,^49^,^50^. If perturbed this could alter phenotype^51^ that may have an epigenetic transgenerational effect.

If paternal chromatin organization is transmitted to the oocyte it is likely that sperm genome architecture may reflect species-specific patterns of embryo development (Fig. 9B). In mouse, preimplantation milestones such as embryonic genome activation^52^,^53^,^54^ and compaction^55^,^56^,^57^ occur earlier than that observed in human or bovine embryos^58^. The retention of regulatory factors within murine spermatozoa would be expected to contribute to the accelerated developmental timing of the mouse embryo. For example, nuclease footprinting in mouse spermatozoa demonstrated that proteins, including members of the homeobox family and Ctcf, are likely situated within histone-bound chromatin and enriched within genomic regions that undergo transcription in the zygote or 2-cell embryo^39^,^40^,^59^. Zygotic transcription from the paternal pronucleus exceeds that from the maternal genome supporting a potential role for these sperm borne regulatory factors in activating paternal chromatin^60^. Whether this might be achieved by recruitment of remodeling and/or transcriptional machinery, such as Hira^39^, remains unclear.

Human sperm chromatin footprints comparable to those observed in mouse were not detected in previously published datasets^6^,^44^ nor in the current study. The consistent absence of these footprints across three independently prepared sets of samples suggests that in man, these factors are not present in the mature gamete. Though limited to a single study, MNase-seq analysis of bull sperm produced similar observations (Fig. 9B). In contrast, analysis of previously published mouse sperm MNase-seq samples consistently identifies regulatory factor footprints flanked by well-spaced polynucleosomal arrays (Supplemental Figures 7 and 11). This suggests that the species-specific packaging of paternal chromatin in mice is an independent adaptation required to support the accelerated murine preimplantation development program relative to that of the evolutionarily distant bovine embryo or the more recent common ancestor shared by mice and man^61^.

Species specific patterns of chromatin packaging in the mammalian paternal gamete are likely not primarily sequence-dependent but also driven by other factors. Analysis of the transgenic human protamine locus predicted that motifs contained within the integrated sequence were occupied in mature sperm. This included the conserved CTCF motif positioned between SOCS1 and TNP2. In human sperm this sequence appears unoccupied supporting the view that sequence alone does not dictate mammalian chromatin structure.

Ctcf footprints identified in mouse sperm are enriched within the promoters of differentially expressed pronuclear genes and preferentially localized to boundaries of mouse ESCs TADs. Maintenance of these interactions following sperm nuclear condensation likely primes the murine paternal genome for rapid initiation of regulatory events, potentially including early embryonic transcription and the establishment of higher order chromatin structures. This feature of mouse reproductive biology appears distinct from that of human or bovine and may be an adaptation to the accelerated preimplantation development of this species.

## Materials and Methods

### Sperm chromatin digestion and sequencing library construction

All procedures were carried out with Wayne State University IRB approval. Animal protocols were carried out in accordance with the approved guidelines of Wayne State University Animal Protocol IACUC A 12-01-13. The use of human tissues was approved by the Wayne State University Human Investigation Committee and carried out under Wayne State University Human Investigation Committee IRB Protocol 095701MP2E(5R). All human samples used in this study were obtained after informed consent. Wild-type C57BL/6 mice were purchased from Charles River Laboratories, Inc, Wilmington, MA. Homozygous transgenic mice from transgenic line HP3.1 were bred as described^14^. Mature spermatozoa were isolated from cauda epididymis and vas deferens harvested from individual 6 month old mice on ice into PBS. Following filtration through an 80 micron mesh, the cells were washed twice and resuspended in 1 mL of a PBS solution containing 0.5% Triton X-100. The absence of somatic cells was confirmed by light microscopy. The cells were incubated for 10 minutes on ice with occasional mixing. Ice cold PBS was added to 10 mL and the cells were washed twice prior to counting with a hemocytomoter. Tritonized sperm suspensions were adjusted to 5 × 10^6^ cells/mL in 5 mM CaCl_2_, 10 mM dithiothreitol, buffered with 50 mM Tris-HCl, pH 7.9. The suspension was placed 37 °C for 30 minutes. The sample was diluted with prewarmed reaction buffer to a final concentration of 5 × 10^6^ cells/mL in 5 mM CaCl_2_, 10 mM dithiothreitol, 2 Kunitz unit/mL MNase (New England BioLabs), buffered with 50 mM Tris-HCl, pH 7.9. The sample was digested for 5 minutes and the reactions were stopped with the addition of 0.5 M EDTA pH 8.0 to a final concentration of 20 mM. The cell suspension was then rotated at 4 °C for 30 minutes prior to centrifugation at 20,000 rcf for 10 minutes. Sperm digested with DNA Fragmentation Factor (DFF) were similarly collected and permeabilized. Following washing sperm were resuspended to 5 × 10^6^ cells/mL in 1x NEB1 [10 mM Bis-Tris-Propane-HCl; 10 mM MgCl_2_; 1 mM dithiothreitol; pH 7.0] (New England BioLabs), supplemented with 10 mM dithiothreitol. Following incubation at 37 °C for 30 minutes the sperm suspension was diluted to 2.5 × 10^6^ cells/mL with prewarmed 1x NEB1. The sample was digested for 16 hours at 37 °C following the addition of 10 units Tobacco Etch Virus (TEV) protease and 24 of μl DFF enzyme.

Human sperm nucleosome libraries were prepared as above with the following adjustments. Following liquefaction sperm were washed twice and frozen as dry pellets in liquid nitrogen. Sperm were thawed on ice and washed twice with PBS prior to permeabilization with Triton X-100 and subject to nuclease digestion as above.

Enzymatically released soluble DNAs were recovered from the supernatant to a fresh screw cap tube and digested overnight with proteinase K at 55 °C in the presence of 1% β-mercaptoethanol. The remaining sperm pellets were washed once with PBS and similarly digested by proteinase K alongside tail clips from the sacrificed mice. The DNAs were recovered by phenol–chloroform extraction, precipitated with ethanol and quantified with Picogreen (Invitrogen). Genomic DNA from wild type and transgenic tail clips were digested with MNase and purified as above. Mononucleosome DNA fragments were resolved by gel electrophoresis and extracted from separate agarose plugs with the Qiagen MinElute Gel Extraction kit. Digested control genomic DNAs were gel size selected (~150 bp) and similarly purified. Recovered DNAs were quantified as above and used to construct multiplexed DNA sequencing libraries with the NEBNext ChIP-Seq kit (New England BioLabs). All libraries were subjected to 50 cycles of paired-end sequencing on the Illumina HiSeq 2500 or MiSeq platforms.

### Testis RNA isolation and sequencing library construction

Total RNAs were separately isolated from the decapsulated testes of four transgenic adult mice. Following homogenization in 0.5 ml RLT buffer (Qiagen) supplemented with 1.5% β-mercaptoethanol (Amresco) with a PRO Scientific 200 homogenizer (PROScientific Inc., Oxford, CT), RNAs were extracted as described^62^,^63^. Total RNAs were DNase treated (Turbo DNase, Ambion) and resolved using the 2100 bioanalyzer (Agilent Technologies, Palo Alto, CA, USA). Prepared mouse total testes RNAs^64^ were used to construct individual RNA-seq libraries according to established protocols^63^. Briefly, pre-amplified cDNA libraries were generated from 5 ng of total testis RNA using the Seq-plex system (Sigma) and used to construct sequencing libraries (DNA Ultra-Low, NEB). RNA-seq libraries were subjected to paired-end sequencing on the Illumina Hi-Seq 2500 platform, as above.

### Analysis of sequencing libraries

DNA sequencing libraries were aligned to the mouse genome assembly mm10 with Bowtie (version 2.0.2)^65^, using the following parameters: bowtie2 -X 1000 –very-sensitive. Transgenic samples were additionally aligned to a custom version of the mm10 build containing the inserted human protamine domain at nucleotide position chr19:39397384-39397385^14^. After removing PCR duplicates analysis of aligned sequencing libraries was restricted to properly paired reads with a quality score ≥10. Sequencing fragment midpoints were counted into discrete 500 bp windows genome wide and compared by Spearman’s rank correlation analysis for all samples. Midpoints were similarly counted in 50 bp windows across a 20 kb region center on mouse Prm2, the site of the integration (chr19:39,397,384-39,397,385), and 20,000 randomly selected regions of equal size. In each independent region pairwise Spearman rank correlation coefficients were calculated using a sliding window of 5 regions.

Transgenic testis RNA sequencing libraries were aligned to the custom mm10 genome with Tophat (version 2.0.9)^66^ using the following parameters: tophat2 -r 30 –mate-std-dev 50 –no-coverage-search. Human testes RNA-seq libraries (GSE69434) were similarly aligned to genome build hg19. Sequencing reads uniquely aligned to RefSeq genes were counted with HTSeq^67^ and used to calculate transcripts per million (TPM)^68^.

Published single-end datasets used in the current study were restricted to a similar criterion ignoring the paired requirement. Processing of alignment files, including midpoint and 5′ calculations, genomic intersections, and Jaccard statistics were carried out with the samtools (version 0.1.19)^69^ and bedtools (version v2.19.1–2)^70^ suites. Mappability tracks (50 bp) were constructed using the GemTools suite^71^. ChIP-seq peaks were identified from spermatid datasets^22^ with the MACS2 software suite using default settings^72^. Heatmaps and figures were generated using the ggplot2 and the deepTools packages^73^,^74^. Hi-C interaction maps were retrieved from the Hi-C browser (http://promoter.bx.psu.edu/hi-c/)^11^,^12^.

### Isolation and detection of protamines

Basic protamines were independently isolated from wild type and transgenic cauda epididymal mouse sperm and ejaculated human sperm. All samples contained at least 10 million cells. Spermatozoa were lysed by hypotonic shock and the chromatin solubilized as described^75^. The nucleoproteins were then extracted with HCl 0.5 N at 37 °C for 5 minutes and the precipitated with 20% trichloroacetic acid. Nuclear proteins were visualized in acid-urea polyacrylamide gels as described^76^. Finally, intact nuclear proteins were detected by mass spectrometry using high performance liquid chromatography coupled with electrospray ionization and detection with the Q Exactive MS system (Thermo Fisher Scientific).

### Nuclease footprinting analysis

Sequencing read midpoint coordinates and motif positions were prepared for nuclease footprinting analysis with in-house scripts prior to implementation of the CENTIPEDE algorithm in R^4^. Genomes were scanned to identify sequences that best conformed to known position weight matrix motif (PWM) models for each factor tested^77^ by calculating a PWM value measuring the log_2_ likelihood ratio between the probability that the sequence is generated by the PWM model and the background probability (where each nucleotide generated independently and with equal probability). Motif instances with a PWM value >13 were selected (10,000x over random chance). Motifs instances within a 2 kb window exhibiting a mappability score ≥99% were ranked according to their PWM values and the top quintile used for the primary footprinting analysis. The average conservation score (60way.phastCons60wayPlacental) was calculated for each motif. The average 5-base percent GC dinucleotide frequency immediately up- and downstream of each site, excluding the motif sequence, was also calculated to determine the potential impact of sequence context on binding predictions or as a possible experimental confounder. To infer the binding status of a site the CENTIPEDE algorithm was applied to approximately 2 kb windows centered on each selected motif (motif ± 1 kb). CENTIPEDE uses a negative-multinomial distribution to model the total number of reads but also the spatial pattern of fragment midpoints around the motif instances. The model is specific for each TF motif, and then a posterior probability of binding is reported for each motif instance. Subsequently, a generalized linear model was used to evaluate the predictive value of the three scored variables (PWM, GC%, and phastCons) and the posterior probabilities of those factors:

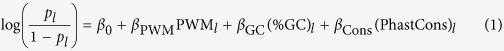

where 

 represents the posterior probability of binding at motif instance *l*, PMW_l_ is the PWM value and GC and PhastCons represent the average 5-base percent GC dinucleotide frequency flanking the motif and the conservation score of the motif, respectively. A z-score was calculated for each of the coefficients (PWM value, GC%, and PhastCons score). Factors for which the Z-score associated with the PWM values were greater than or equal to 5 were used for further analysis. Note that the Z-score should not be confused with the values of the dependent variables of the logistic model (1) as it measures by aggregating all the motif locations genome-wide the statistical association between the variables and the footprint locations with high CENTIPEDE posterior values. Within this set of factors motifs exhibiting a posterior probability ≥0.95 were considered bound. The extended analysis of the 5 Mb search regions was performed as described with the following changes. All sites identified within the search regions meeting the following criterion were included in the footprint analysis regardless of their PWM rank: mappability scores ≥90%, PWM values ≥14. A reduced stringency analysis of potential Ctcf sites was also undertaken in which all motifs with a PWM value ≥13 were evaluated. The completed set of occupied Ctcf sites in sperm were used to intersect spermatid ChIP-seq peaks^22^ and promoters of genes differentially expressed in pronuclear embryos^59^. The 5′ genomic start site of sequencing reads was used for single-end sequencing CENTIPEDE analysis.

Footprints were lifted over to Mm 9 genome build for comparisons with ENCODE datasets^36^,^78^. ChIP-seq datasets were obtained from http://chromosome.sdsc.edu/mouse/download/testes.zip. Previously generated enhancer coordinates predicted by a random-forest based algorithm were retrieved from http://promoter.bx.psu.edu/ENCODE/predicted_enhancer_mouse.tar.gz. Peak midpoint files were converted to BED format prior to analysis. ESC Topological Associated Domain (TAD) boundaries were considered to be 4 kb regions centered on the start and end positions of each domain. Significance values for genomic intersections were calculated using a Fisher exact test unless otherwise noted. Promoter regions were considered to span 5 kb upstream and 0.25 kb downstream from transcription start sites (TSSs) with respect to strand orientation. Testis promoter regions corresponded to genes exhibiting non-zero coverage in all testis RNA-seq samples. Pronuclei embryo promoters corresponded to the subset of genes identified as differentially expressed in pronuclear embryos and oocytes^59^.

## Additional Information

**Accession Number**: GEO accession number: GSE78075. http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi.

**How to cite this article**: Johnson, G. D. *et al.* Nuclease Footprints in Sperm Project Past and Future Chromatin Regulatory Events. *Sci. Rep.* **6**, 25864; doi: 10.1038/srep25864 (2016).

## Supplementary Material

Supplementary Information

## Figures and Tables

**Figure 1:**
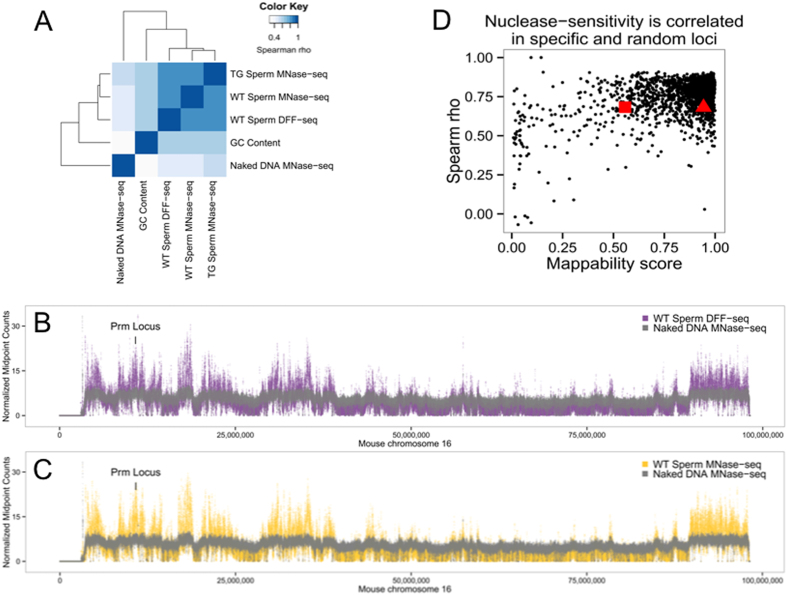
Mouse sperm chromatin nuclease-sensitivity is correlated across all samples. (**A**) Hierarchical clustering of pairwise spearman rho correlation coefficients for genome-wide nuclease-sensitivity data from *in situ* digested sperm chromatin binned into 500 base pair windows demonstrated consistent nucleosome coverage regardless of nuclease choice or genotype, relative to naked DNA controls. GC content represents the average percentage of GC dinucleotides in the window. (**B,C**) Sperm chromatin exhibits similar patterns of nuclease-sensitivity regardless of digestion with MNase of DFF (purple and orange, respectively, relative to naked DNAs (gray). Coverage of chromosome 16 is presented as normalized paired-end sequencing midpoint counts in 500 base pair windows. (**D**) Sperm MNase-seq coverage of the endogenous mouse protamine locus in (red triangle; wild type and transgenic sperm), the sequences flanking the transgene insertion site (red square; wild type and transgenic sperm), and 2,000 randomly selected loci were well correlated (y axis) and only marginally influenced by (x axis) mappability. The midpoints of paired-end sequencing fragments were binned into 50 base pair windows along 20 kb regions and correlation coefficient calculated using a 5 window running average.

**Figure 2:**
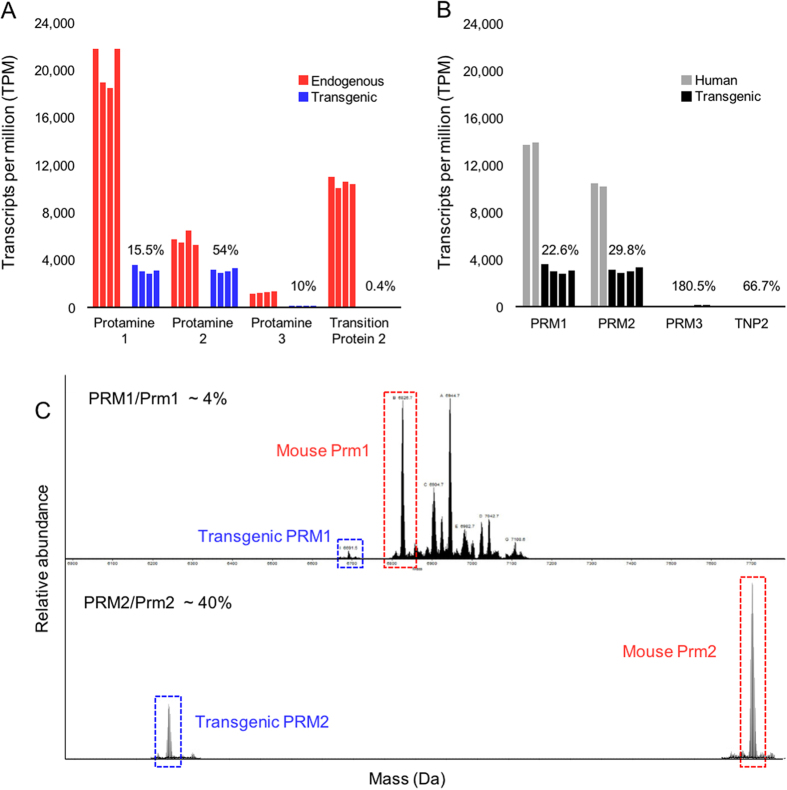
Expression of the human transgenes in mouse testis was suppressed. (**A,B**) RNA-seq analysis of transgenic mouse (n = 4, (**A**)) and human (n = 2 (**B**)) GSE69434) total testes RNAs demonstrated that transcription of the integrated human protamine genes was reduced relative to that observed from both the endogenous loci. Expression values are presented as transcripts per million (TPM). TPM ratios for each comparison are presented above the transgenes. (**C**) Acid extracted transgenic mouse sperm chromatin proteins were analyzed by mass spectrometry. The amount of transgenic (human) protamines (blue) incorporated into mouse chromatin was reduced relative to the endogenous protamine proteins (red). Peptides exhibiting mass to charge ratios exceeding that observed for mouse Prm1 may correspond to post-translational modifications such as phosphorylation^79^.

**Figure 3:**
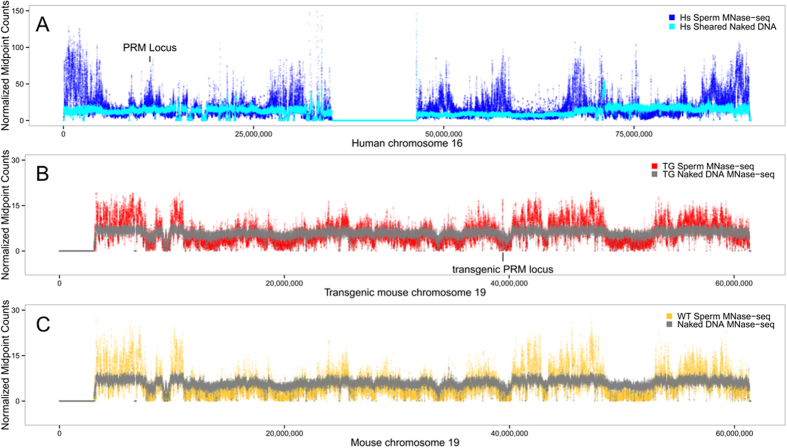
The human protamine sequences in sperm are packaged within nuclease-sensitive chromatin. (**A,B**) The human protamine locus exhibits elevated nuclease sensitivity in mouse and man but is associated with regional variations in MNase-seq coverage. Normalized paired-end sequencing coverage of human and transgenic sperm MNase-seq libraries are presented relative to sheered or digested controls, respectively. (**A**) The endogenous human protamine locus resides within a large region of elevated nuclease sensitivity. (**B**) In contrast while the transgenic domain is locally enriched in MNase-seq coverage it resides within a nuclease insensitive region of mouse chromosome 19. (**C**) The presence of the transgenes did not impact the chromatin structure of the neighboring sequences as this region is also nuclease insensitive in wild type mouse sperm.

**Figure 4:**
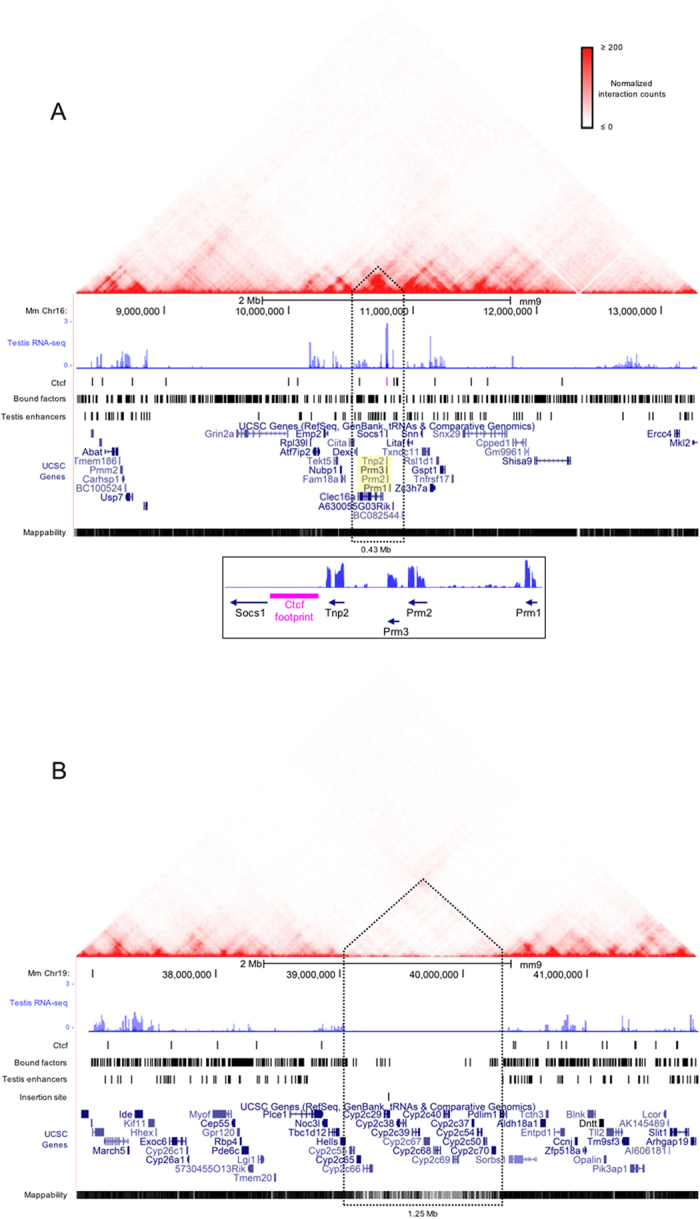
The chromatin domains harboring the abundantly expressed endogenous protamine locus and the suppressed transgenes exhibit different regulatory features. The relative positioning of cis regulatory elements and testis RNA-seq coverage along 5 Mb regions centered on (**A**) the mouse protamine locus (inset) or (**B**) the transgene insertion site (chr19:39,397,384-39,397,385), is presented within the context of intra-chromosomal contact data from Hi-C analyses of CH-12 cells^12^. Mean coverage of uniquely aligned sequencing reads from total transgenic testes RNAs (n = 4) aligned to the wild type mouse genome are presented as log_10_ normalized values. Nuclease footprints corresponding to Ctcf and other factors bound in mature mouse sperm are displayed as separate tracks. The Ctcf footprint positioned between Socs1 and Tnp2 is highlighted in pink. The protamine gene cluster and ~2 kb Ctcf footprint is displayed in a separate lower panel. Predicted testis single nucleotide enhancer peaks were provided by the mouse ENCODE project^36^. The locations of the endogenous protamines are highlighted in yellow. The site of transgene insertion within mouse chromosomes 19 is marked on a separate track. Peaks of Hi-C interaction frequencies containing the loci of interest are demarcated by dashed lines and are considered chromatin subdomains. (Inset) The endogenous protamine gene cluster is displayed along with the Ctcf footprint (pink) identified between Socs1 and Tnp2.

**Figure 5:**
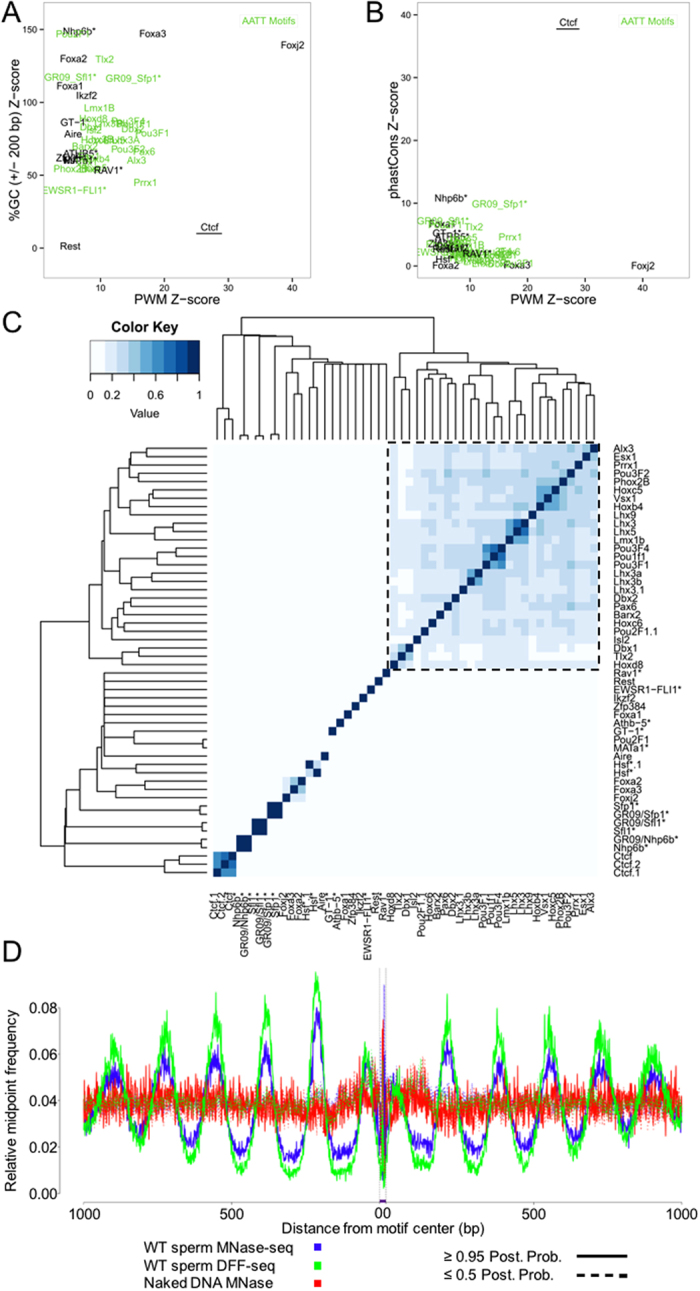
Nuclease footprinting establishes the presence of bound regulatory factors in mouse sperm chromatin. Pooled nuclease-seq (MNase and DFF) data sets and PWM values were used to infer the occupancy status of regulatory factor binding sites in mouse sperm. The potential predictive value of additional variables to factor binding predictions was assessed with a generalized linear model. PWM Z-scores were compared to those corresponding to either (**A**) GC content (%GC ± 200 motif) or (**B**) conservation within the motif (phastCons). Alternative variable Z-scores are plotted against PWM Z-score for each of the fifty-two motifs for which PWM was predictive of binding (Z-scores > 5). (**C**) Similarity (Jaccard index) heat map of genomic coordinates for factors bound in sperm. Homeobox factors (right hand cluster, dashed box) bind a highly similar motif and consequently cluster together. Factors in this cluster are labelled in green in panels A and B. Asterisks denote motifs identified in other species with no known mouse homolog. (**D**) Bound motifs in sperm are flanked by poly-nucleosome arrays. Ctcf footprints from Wild Type sperm digested with either MNase or DFF (blue and green, respectively) are revealed by plotting sequencing fragment midpoints aligned within the regions flanking bound motifs (solid line, posterior probability ≥ 0.95). Sequencing coverage proximal to bound sites is correlated with periodic increases in midpoint frequency approximately every 160 bp reflecting an increase in protected nucleosome-bound DNA relative to digested linker regions. In contrast, unoccupied motifs in mouse sperm (dashed line, posterior probability ≤ 0. 5) and naked control DNAs (red) do not exhibit variable levels of nuclease susceptibility.

**Figure 6:**
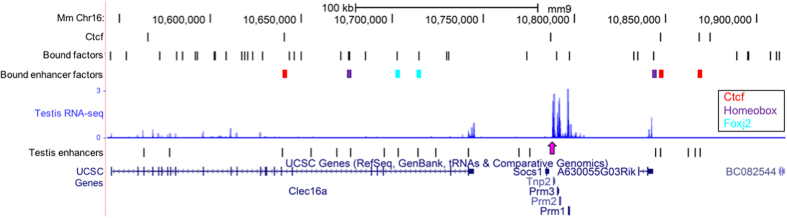
Footprint analysis of endogenous protamine locus. To identify potential regulators of prior endogenous protamine transcription the CENTIPEDE footprint analysis was relaxed to test the occupancy status of additional motifs found within the 5 Mb region centered on the mouse protamine locus. Footprints (2 kb CENTIPEDE window; see Methods) overlapping testes enhancers are colored according to their name. Average log_10_ normalized total testis RNA-seq coverage is depicted in blue. Pink arrow designates the Ctcf site bound upstream of Tnp2. Predicted testis enhancer peaks were provided by the mouse ENCODE project (Methods)^36^. Additional footprints identified in sperm that do not intersect a testis enhancer are presented in a separate track (motif length, ~20 bp).

**Figure 7:**
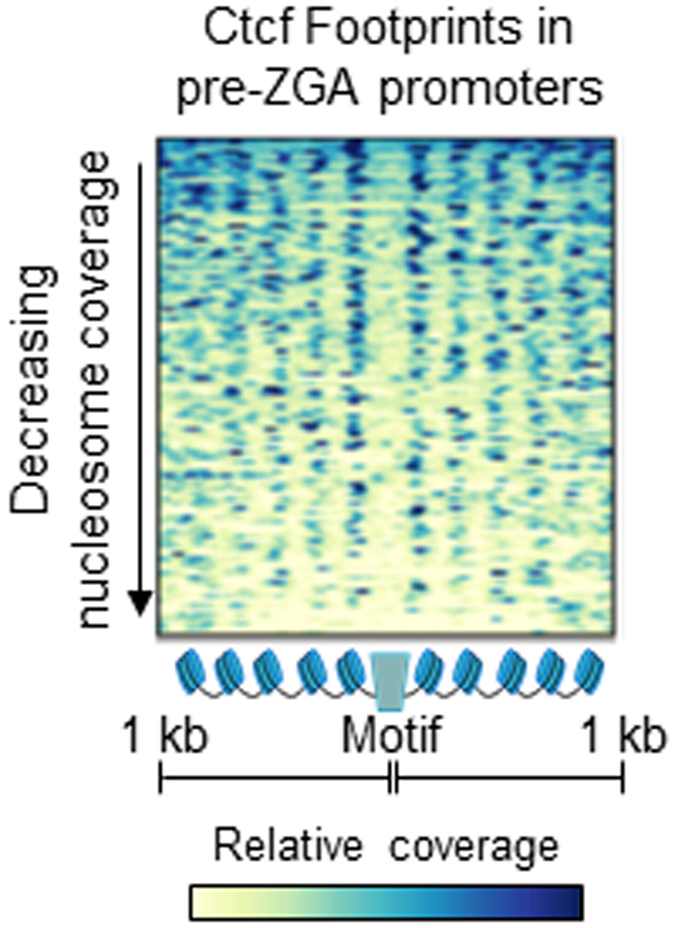
Mouse sperm Ctcf sites are flanked by nucleosomes enriched within the promoters of genes expressed in the zygote. Pooled sperm nucleosome coverage is shown within 2 kb regions (n = 106) centered on Ctcf motifs predicted to be occupied in sperm and intersect promoters of differentially expressed genes in pronuclear embryos relative to oocytes (n = 106)^59^. The enrichment of Ctcf footprints within this set of promoters was statistically significant (P < 2.8 × 10^−284^, Fisher exact test). Elevated nucleosome sequencing coverage is in blue and regions are ordered by decreasing total nucleosome coverage.

**Figure 8:**
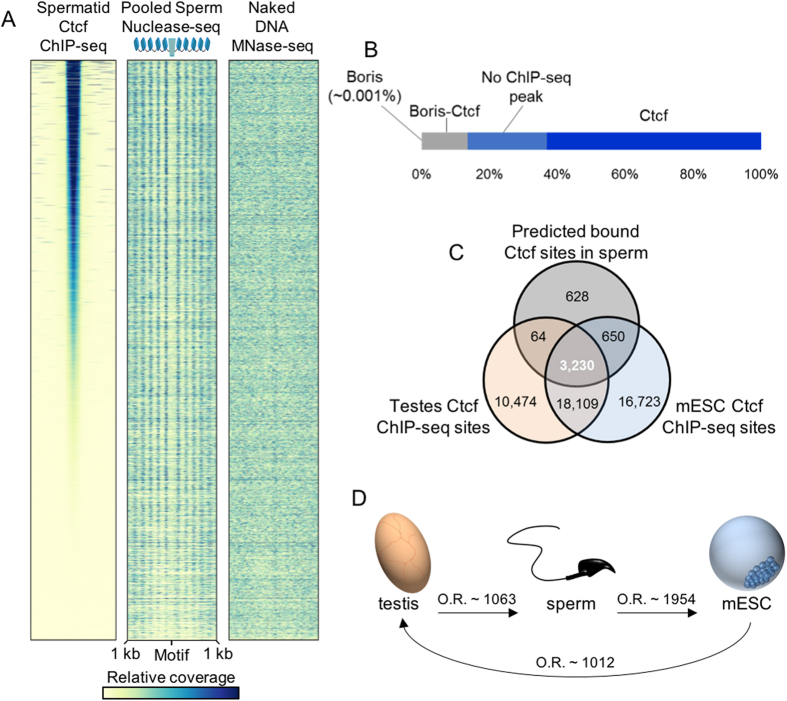
Ctcf remains bound in mature sperm following chromatin remodeling in mouse. (**A**) Heatmaps of relative sequencing coverage in 2 kb windows centered on the complete set of 7,967 Ctcf sites bound in mature mouse sperm (Methods). Data are presented for ChIP-seq against Ctcf in round spermatids^22^, sperm nuclease-seq, and digested naked DNA libraries (left, center, and right, respectively). Sites are ranked according to decreasing ChIP-seq coverage. (**B**) The majority of the Ctcf sites occupied in sperm (n = 7,967) are occupied solely by Ctcf in round spermatids (n = 5,034, 63.2%). A subset of sperm Ctcf sites correspond to co-occupied Boris-Ctcf peaks in round spermatids (n = 1,075, 13.5%; Supplemental Figure 8B) or lack a corresponding ChIP-seq peak in the prior cell type (n = 1,857, 23.3%). In the latter case this was due to peaks not achieving significance (Supplemental Figure 8A). (**C,D**) The majority of Ctcf sites (Motif M01200) bound in sperm are observed in mouse ENCODE testis and mESC ChIP-seq datasets. Odds ratios (O.R.) from Fisher exact tests are presented between cell types comparisons.

**Figure 9:**
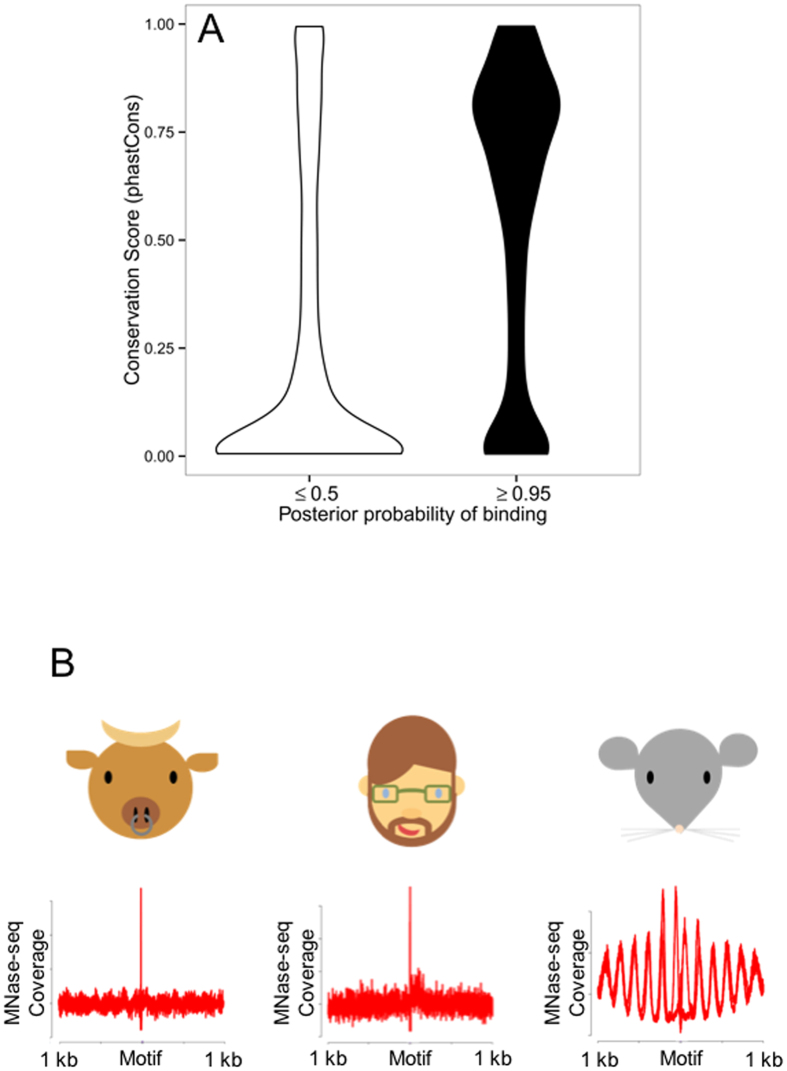
Ctcf footprints in mouse sperm are highly conserved but are not occupied in men and bulls. (**A**) CENTIPEDE Ctcf motifs bound in mouse sperm (posterior probability ≥ 0.95, black) exhibit greater sequence conservation (phastCons; 60 placental mammalian genomes) than unbound sites (posterior probability ≤ 0.5, white). (**B**) Ctcf footprints are not resolved following MNase digestion of human or bull sperm chromatin. CENTIPEDE footprint plots depicting the aggregate distribution of MNase-seq coverage flanking Ctcf motifs are shown for bull, human and mouse sperm. Note, that in contrast to human and bovine, only mouse shows nucleosome periodicity.

**Table 1:** Regulatory Factors in Sperm Overlapping Testis Enhancers.

Factor	Footprint Coordinates	Testis Enhancer Peak^1^
Ctcf	chr16: 10,639,310 – 10,641,331	chr16: 10,639,400
Homeobox	chr16: 10,675,153 – 10,677,169	chr16: 10,676,700
Foxj2	chr16: 10,701,314 – 10,703,331	chr16: 10,703,100
Foxj2	chr16: 10,713,448 – 10,715,465	chr16: 10,713,800
Homeobox	chr16: 10,842,275 – 10,844,301	chr16: 10,844,000
Ctcf	chr16: 10,845,809 – 10,847,828	chr16: 10,846,800
Ctcf	chr16: 10,867,176 – 10,869,197	chr16: 10,868,600

^1^(Shen, Yue *et al.* 2012).

# Supplementary material for: Nuclease Footprints in Sperm Project Past and Future Chromatin Regulatory Events
**Source:** Sci Rep. 2016 May 17;6:25864. doi: 10.1038/srep25864

**NUCLEASE FOOTPRINTS IN SPERM PROJECT PAST AND FUTURE CHROMATIN  
REGULATORY EVENTS**

**SUPPLEMENTAL INFORMATION  
(SUPPLEMENTAL TABLE, FIGURE LEGENDS, FIGURES)**

Graham D. Johnson<sup>1</sup>, Meritxell Jodar<sup>1, 2</sup>, Roger Pique-Regi<sup>1, 2</sup> and Stephen A. Krawetz<sup>1, 2\*</sup>

Running: SPECIES SPECIFIC RETENTION OF CTCF IN MOUSE SPERM

## **Supplemental Information**

Supplemental Table I. Occupied sperm motifs identified by CENTIPEDE

Supplemental Figure 1. Gene poor regions of the mouse genome are not enriched in nucleosomes.

Supplemental Figure 2. The human protamine chromatin subdomain.

Supplemental Figure 3. Chromatin interaction data from available cell types

Supplemental Figure 4. CENTIPEDE binding predictions were correlated across all sperm samples.

Supplemental Figure 5. Hierarchical clustering identifies binding at identical homeobox motifs.

Supplemental Figure 6. Homeobox motifs.

Supplemental Figure 7. The sperm Ctf footprint is observed in modified and variant histone sequencing data.

Supplemental Figure 8. Boris and Ctf associations in sperm are retained from round spermatids.

Supplemental Figure 9. Distances between Ctf footprints in sperm.

Supplemental Figure 10. CTCF footprints are not observed in human sperm.

Supplemental Figure 11. Detection of mouse sperm Ctf footprints is not protocol dependent.

## Supplemental Figure Legends

Supplemental Figure 1. Gene poor regions of the mouse genome are not enriched in nucleosomes. (A) Mononucleosome sequencing fragment midpoints are plotted against gene density as in Carone, B.R., et al. (B) Mononucleosomes are enriched proximal to transcription start sites (TSS). The  $\log_2$  ratio of library size normalized mononucleosome and digested control DNA paired-end sequencing midpoints are presented within 10 kb windows centered on TSSs for all RefSeq genes. (C) MNase digestion of mouse sperm chromatin was not driven to mononucleosomes. Left lane, ladder; middle lane, MNase-released soluble DNAs; right lane, insoluble pellet.

Supplemental Figure 2. The human protamine chromatin subdomain. The approximately 40 kb human protamine sequence inserted in mouse corresponds to less than 10% of the contour length contained within the chromatin interaction domain housing these genes in their native state (dashed box). Human Hi-C interaction data is from GM12878 [1]. The locations of the endogenous protamine domains are highlighted in yellow. The site of transgene insertion within mouse chromosomes 19 is marked on a separate track. Peaks of Hi-C interaction frequencies containing the loci of interest are demarcated by dashed lines and are considered chromatin subdomains.

Supplemental Figure 3. Chromatin interaction data from available cell types. Mouse Hi-C cortex (left) and ESCs (right) data corresponding to either the 5 Mb search region centered on the endogenous mouse protamine locus (A) or the insertions site (B). Data generated in cortex and ESCs are at lower resolution than CH-12 cells [Figure 4; 2]. (C) Alternative Hi-C data for the 5 Mb region centered on the human protamine locus. Six additional datasets are available and all are of the same resolution as the primary figure [1]. The location of the protamine domain is highlighted in yellow and bracketed by dotted lines demarcating its position within the chromatin subdomains.

Supplemental Figure 4. CENTIPEDE binding predictions were correlated across all sperm samples. (A) Density plots of pairwise posterior probability correlations for all individual samples for each factor in the union of factors exhibiting a PWM Z-score  $\geq 5$  in sperm. The posterior probability of all sites were used for Spearman rank correlation analysis. (B) Sperm nucleosome data was pooled and reanalyzed with CENTIPEDE. As in A, correlations were performed with posterior probabilities derived from pooled sperm nucleosome data ( $n = 3$ ) and digested naked DNAs.

Supplemental Figure 5. Hierarchical clustering identifies binding at identical homeobox motifs. Two groups are identified by hierarchical clustering on genomic distributions of bound factor sites (Jaccard index). The homeobox factors (purple) share a common motif resulting in overlapping predictions of binding. Asterisks denote motifs identified in other species with no known mouse homolog.

Supplemental Figure 6. Homeobox motifs. Motifs corresponding to the factors in the second cluster (Figure 5, dashed box; Supplemental Figure 3; purple box).

Supplemental Figure 7. The sperm Ctfp footprint is observed in modified and variant histone sequencing data. Ctfp footprints were identified in MNase ChIP-seq datasets from mature mouse sperm with CENTIPEDE [3]. The use of single-end sequencing data required plotting the 5' ends of sequencing reads.

Supplemental Figure 8. Boris and Ctfp associations in sperm are retained from round spermatids. (A) A subset of Ctfp motifs bound in sperm lacked a corresponding Ctfp ChIP-seq peak in round spermatids [ $n = 1,857$ , 23.3% of sperm Ctfp footprints; 4]. This was due to the ChIP-seq signal failing to reach significance and not the presence of exclusive binding within the gamete. (B) Heatmaps of relative sequencing coverage in 2 kb windows centered on the complete set of 7,967 Ctfp sites predicted to be bound in mature mouse sperm. Data are

presented for ChIP-seq against Boris in round spermatids, sperm nuclease-seq, and digested naked DNA libraries (left, center, and right, respectively). Sites are presented in descending order of coverage within the Boris ChIP-seq samples [4].

Supplemental Figure 9. Distances between Ctfp footprints in sperm. The distribution of intra-chromosomal lengths between occupied Ctfp footprints in sperm is presented. Sites are separated by a median distance of 0.23 Mb on average.

Supplemental Figure 10. CTCF footprints are not observed in human sperm.

Supplemental Figure 11. Detection of mouse sperm Ctfp footprints is not protocol dependent. CENTIPEDE analysis showed that the majority of Ctfp footprints identified in the current study were also present in a previously published sperm mononucleosome dataset[5].

## Supplemental Table I

Supplemental Table I. Occupied sperm motifs identified by CENTIPEDE

\*Merged mononucleosome libraries and controls

†Factor not described in mouse

### Supplemental References

1. Rao, S.S., et al., *A 3D map of the human genome at kilobase resolution reveals principles of chromatin looping*. Cell, 2014. **159**(7): p. 1665-80.
2. Dixon, J.R., et al., *Topological domains in mammalian genomes identified by analysis of chromatin interactions*. Nature, 2012. **485**(7398): p. 376-80.
3. Erkek, S., et al., *Molecular determinants of nucleosome retention at CpG-rich sequences in mouse spermatozoa*. Nat Struct Mol Biol, 2013. **20**(7): p. 868-75.
4. Pugacheva, E.M., et al., *Comparative analyses of CTCF and BORIS occupancies uncover two distinct classes of CTCF binding genomic regions*. Genome Biol, 2015. **16**(1): p. 161.
5. Carone, B.R., et al., *High-resolution mapping of chromatin packaging in mouse embryonic stem cells and sperm*. Dev Cell, 2014. **30**(1): p. 11-22.

Supplemental Figure 1

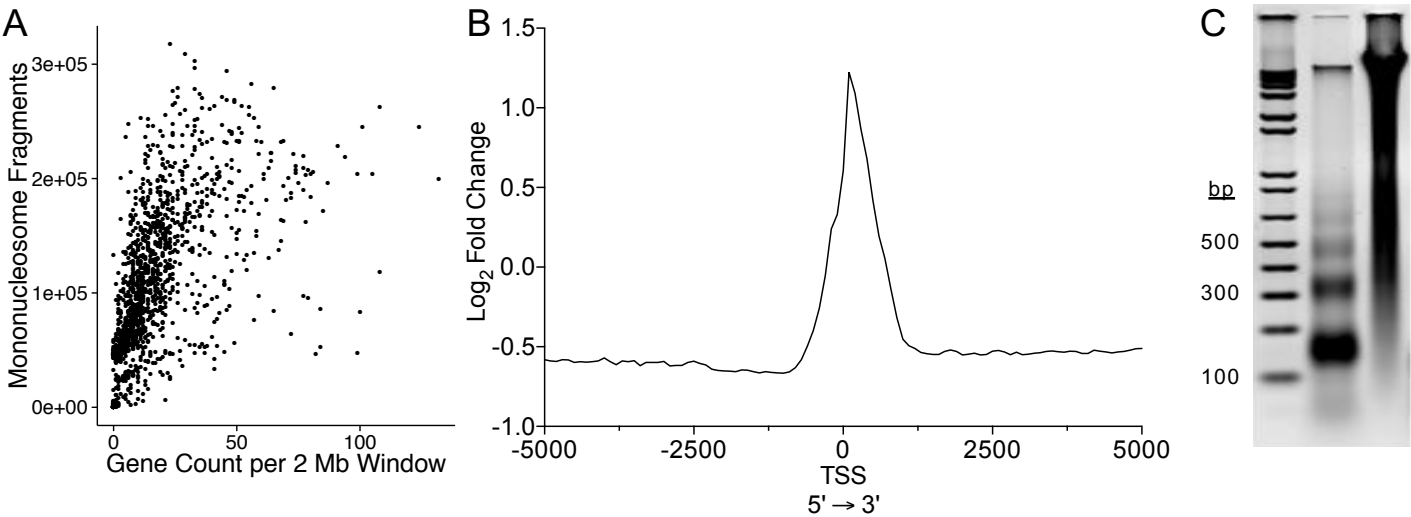

Supplemental Figure 2

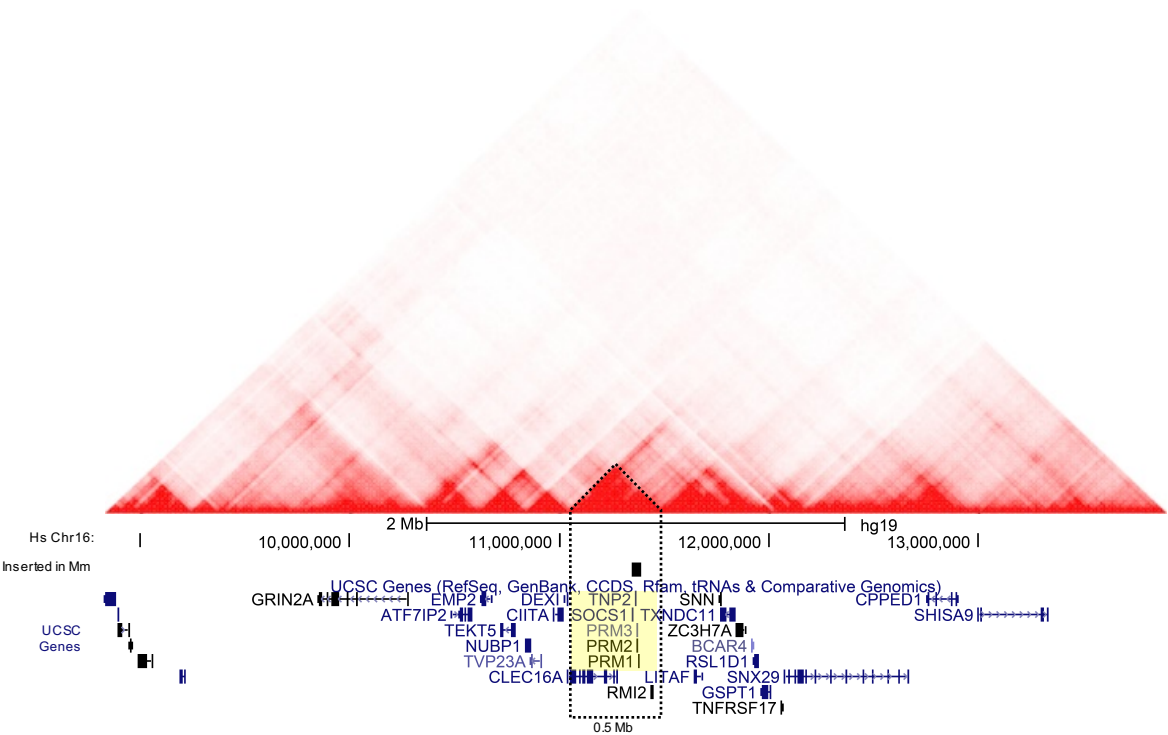

## Supplemental Figure 3A, B

A

## Mouse protamine locus

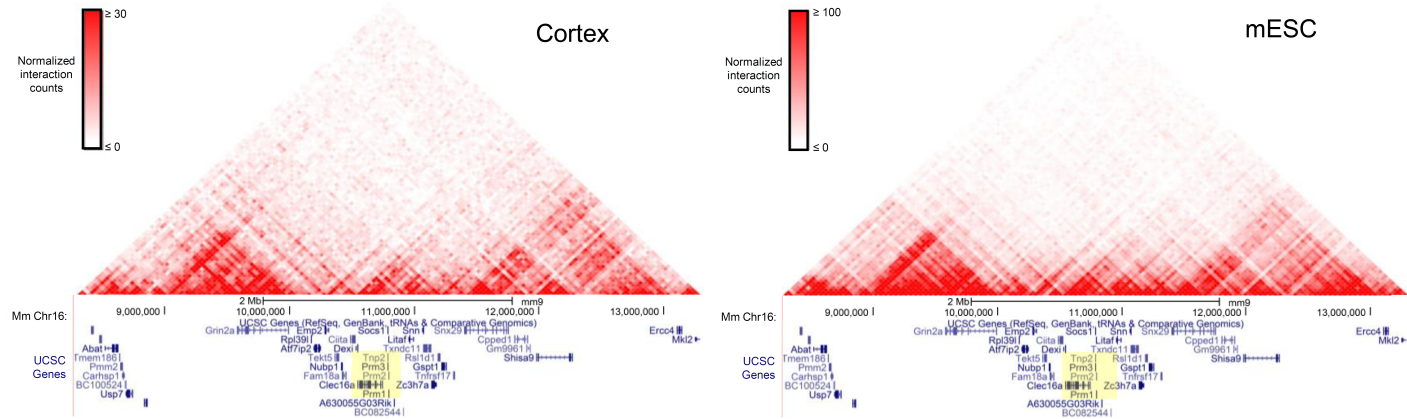

B

Insertion site

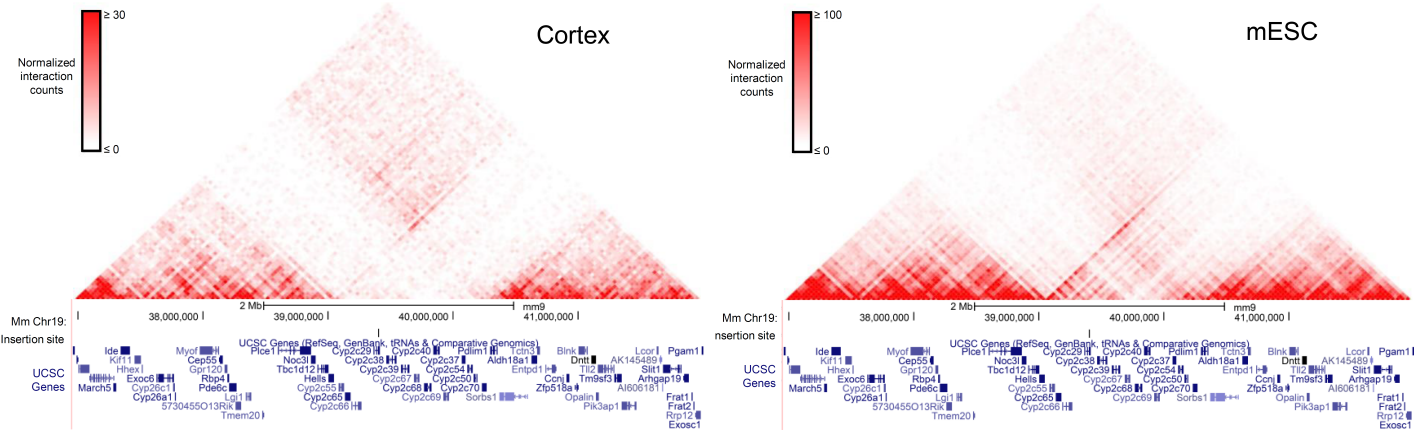

insertion site

### Supplemental Figure 3C

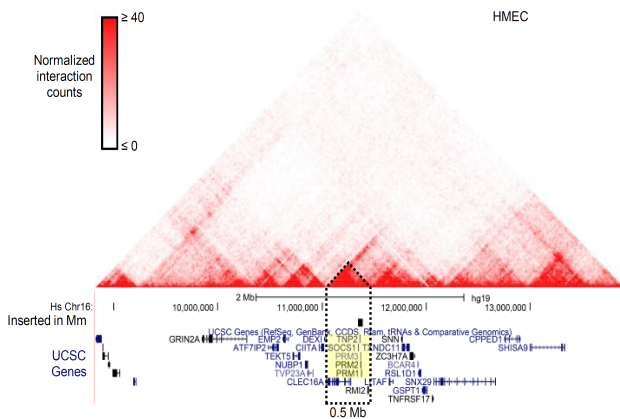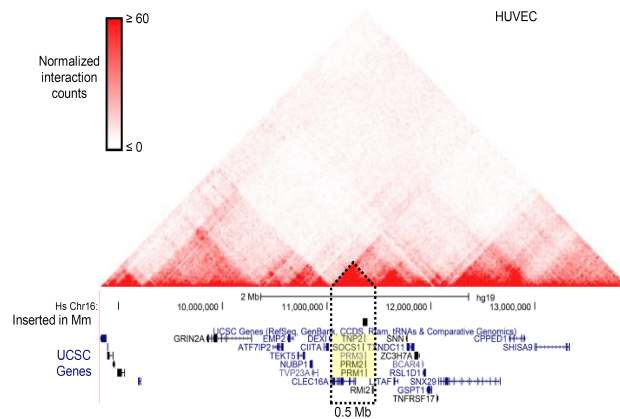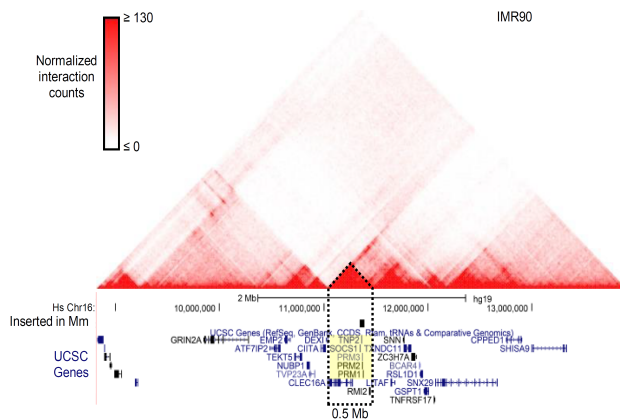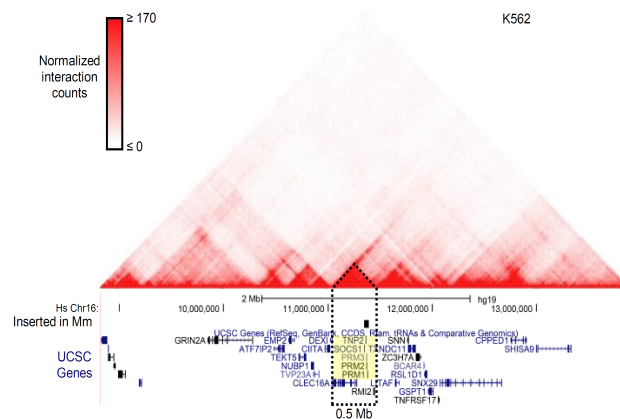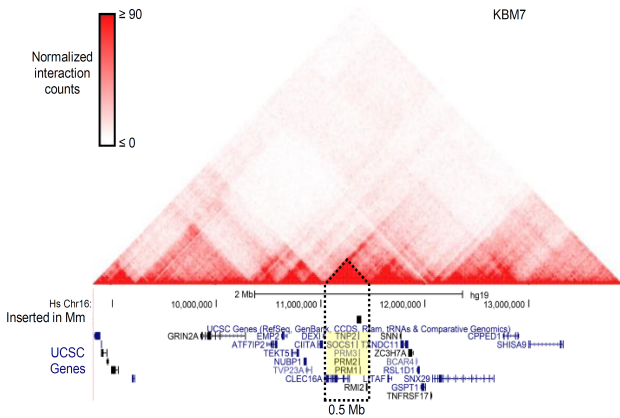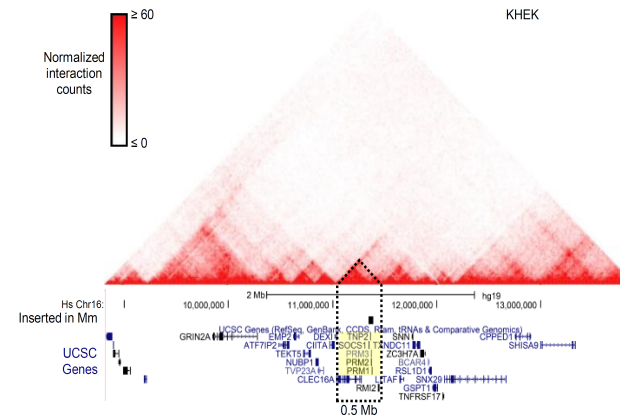

# Supplemental Figure 4

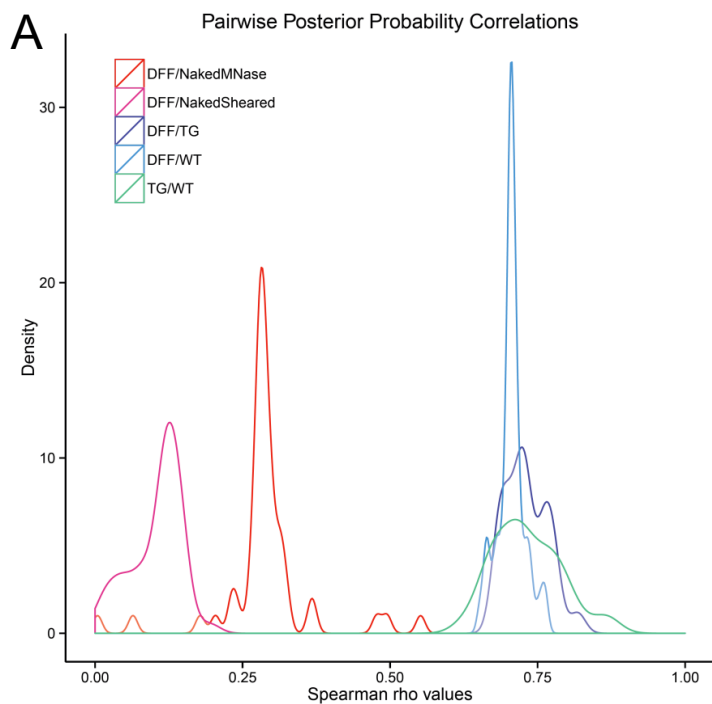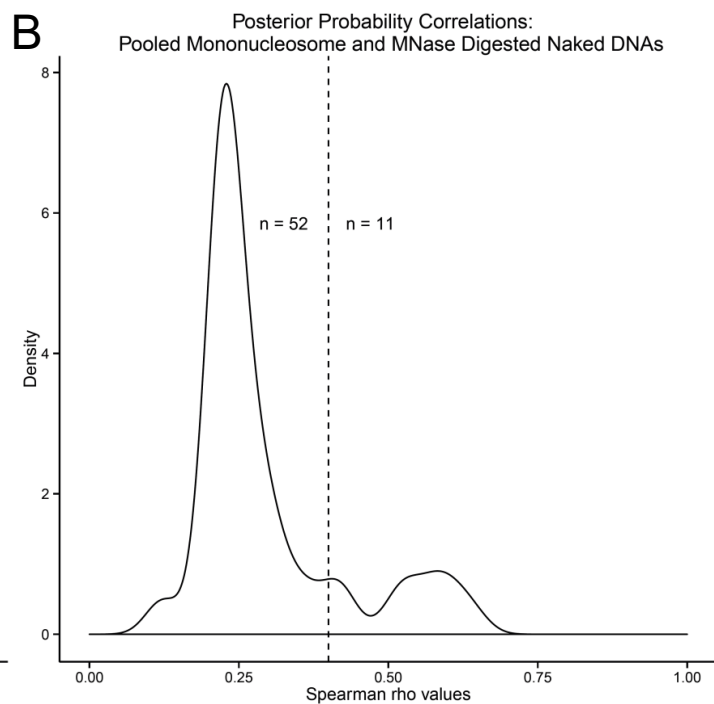

Supplemental Figure 5

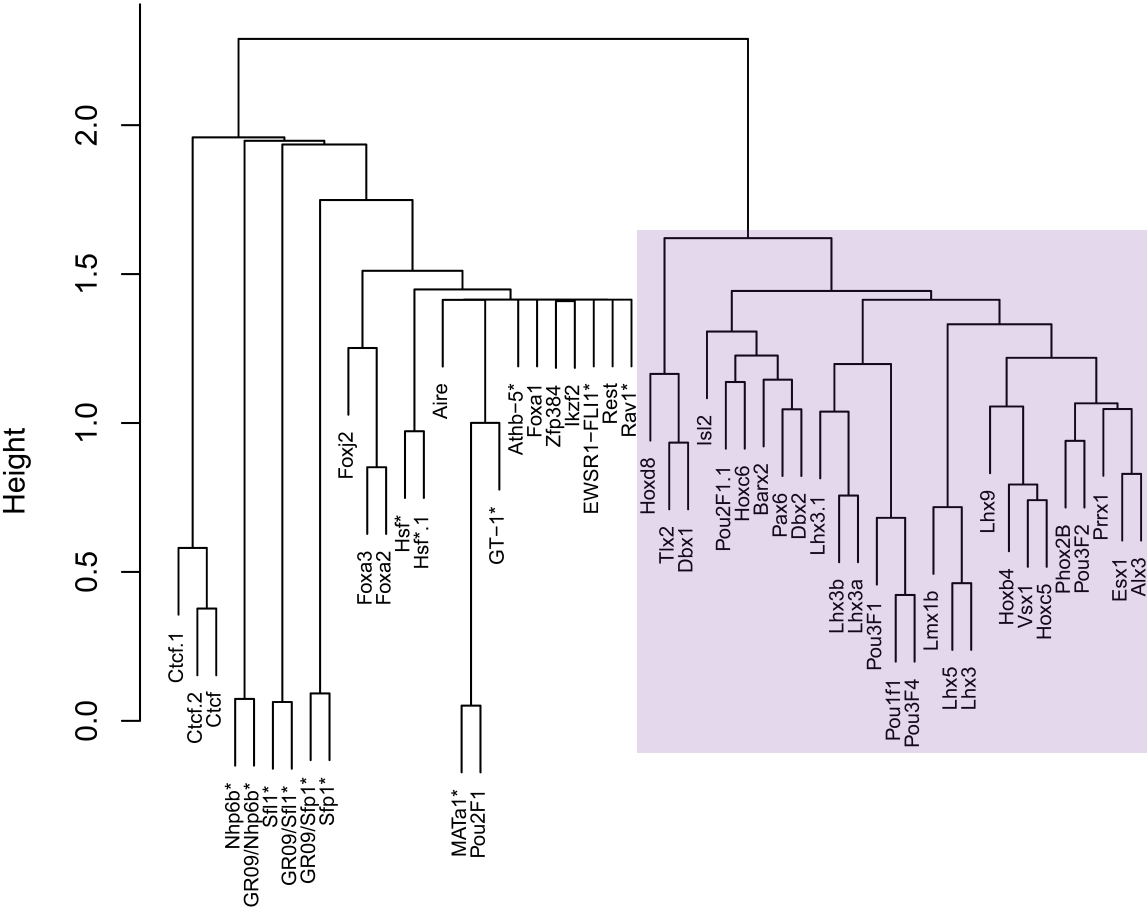

# Supplemental Figure 6

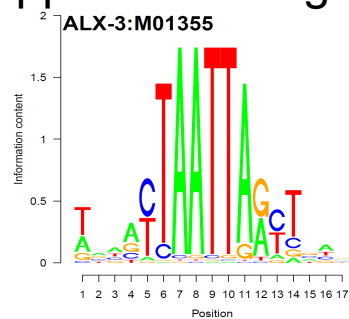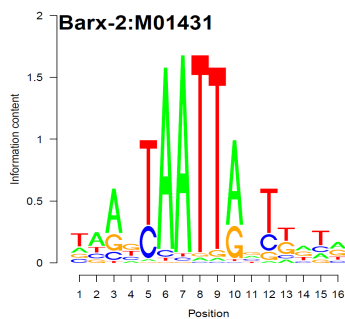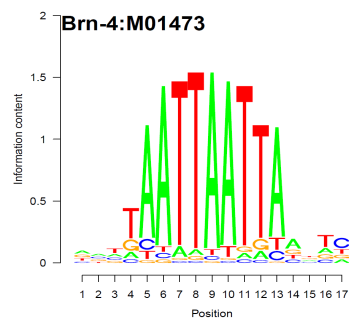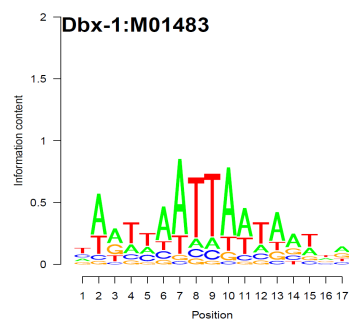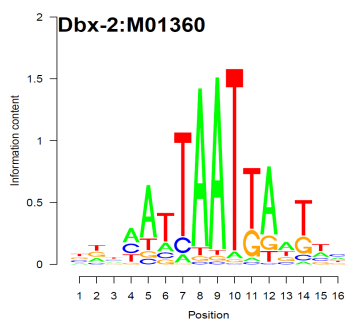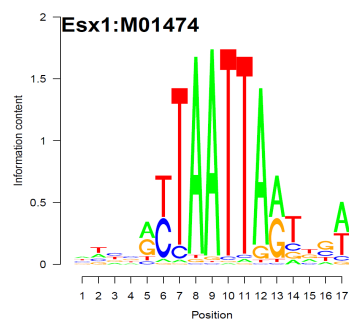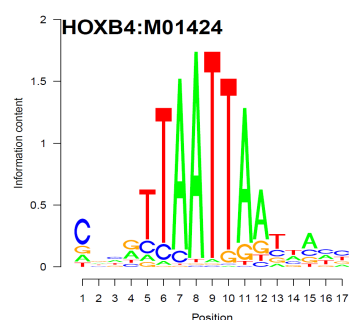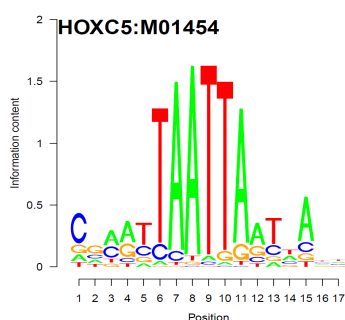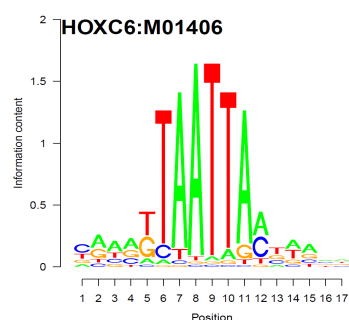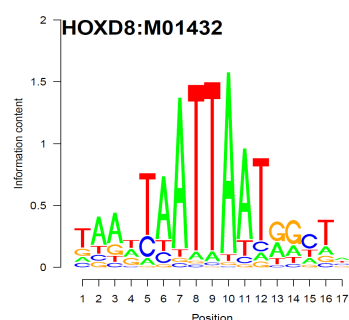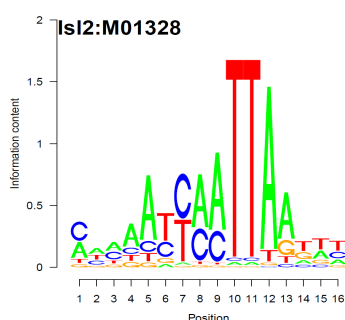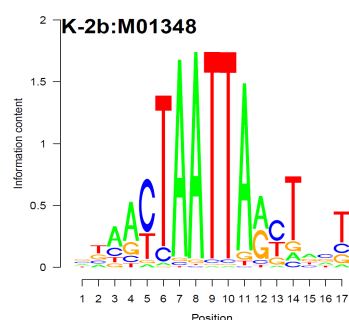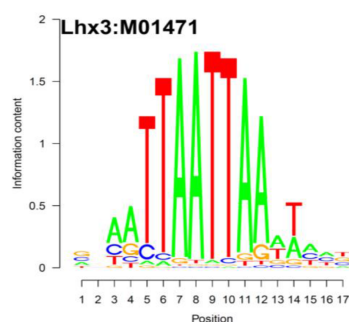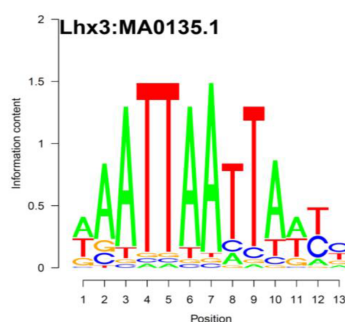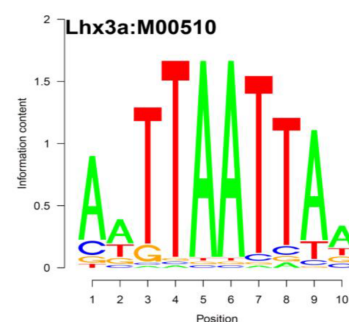

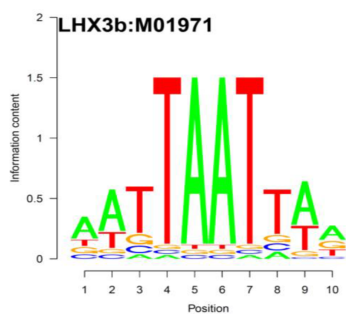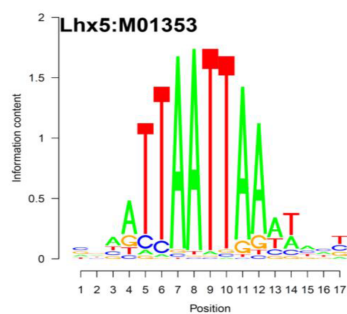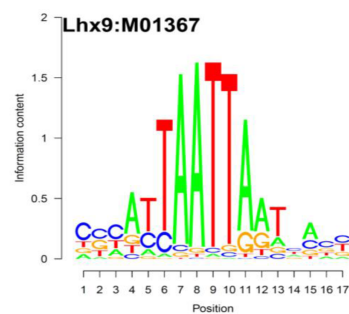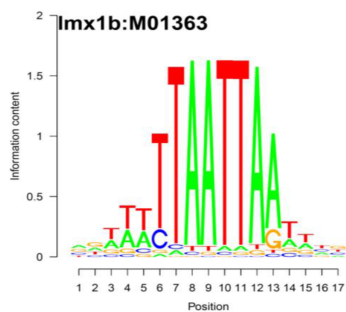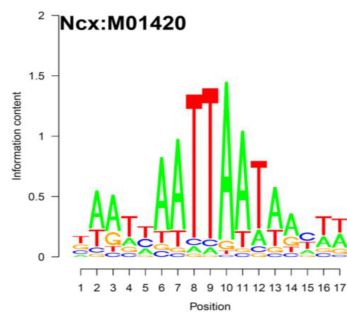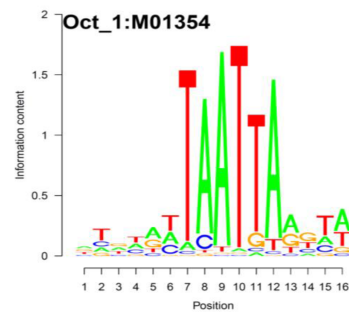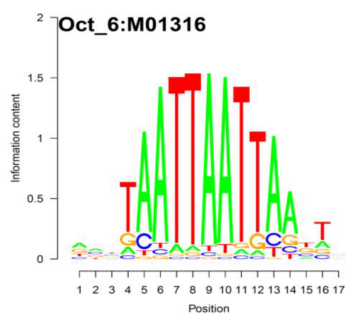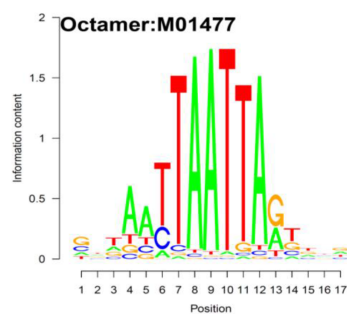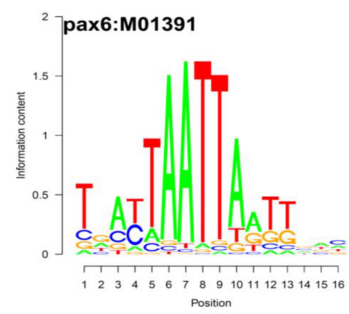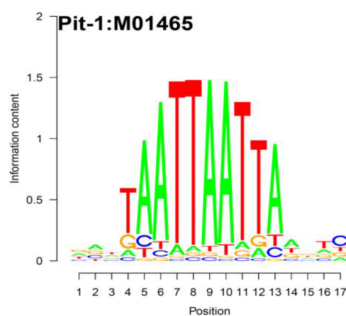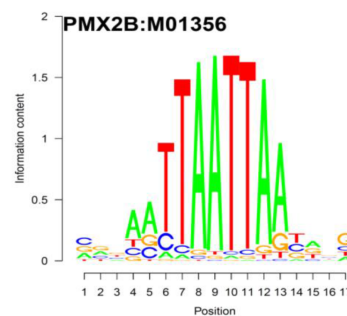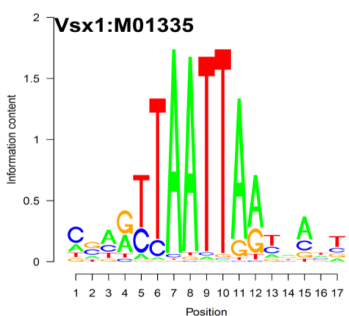

# Supplemental Figure 7

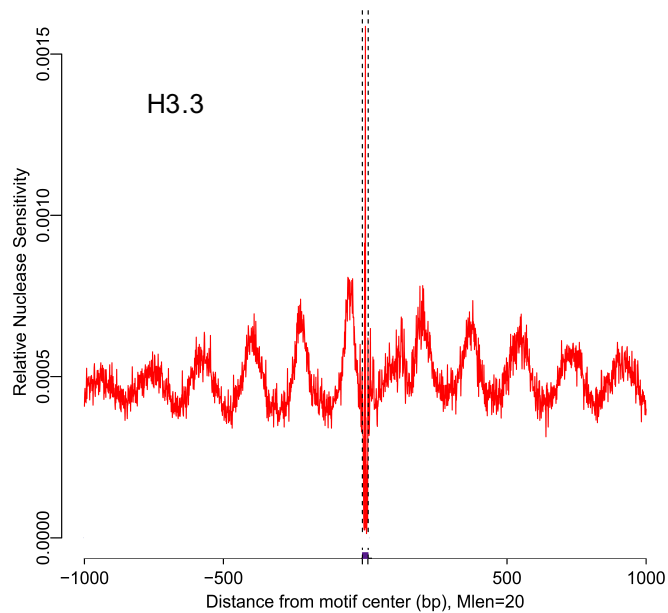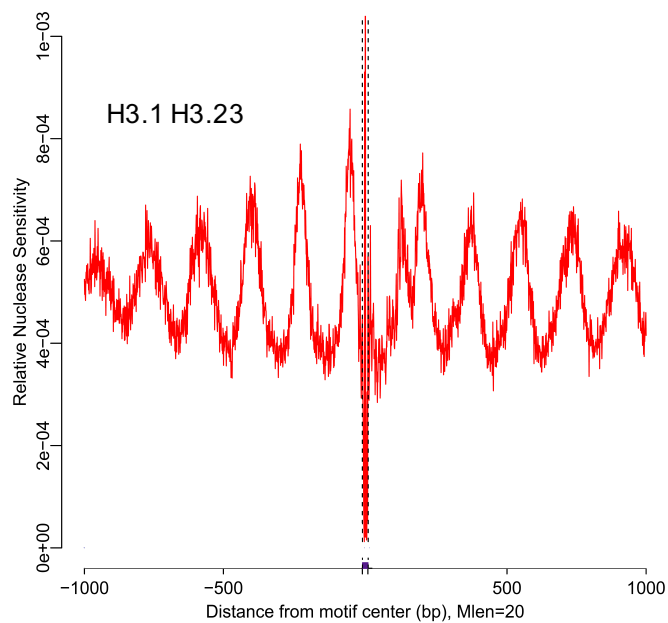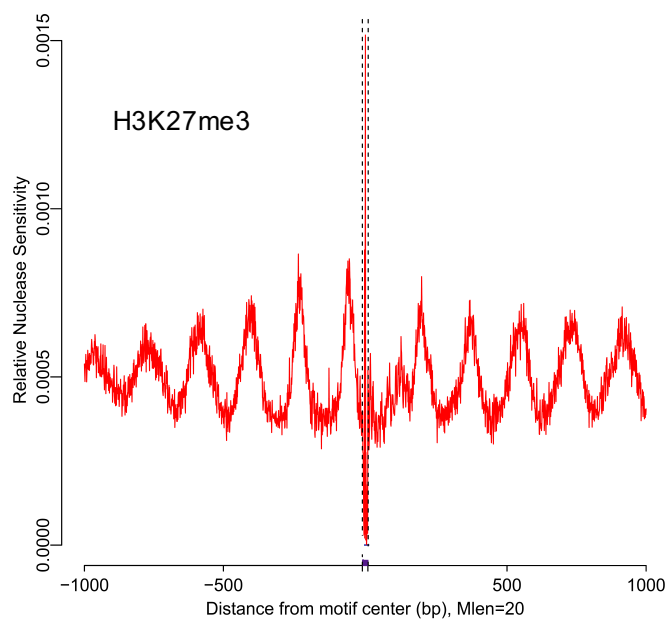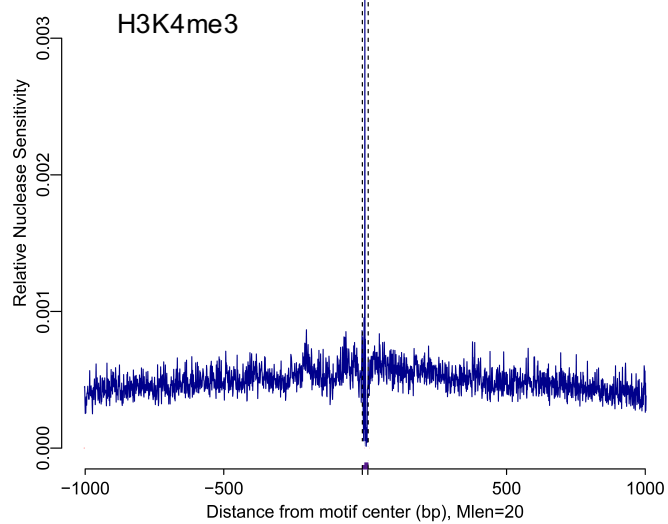

# Supplemental Figure 8

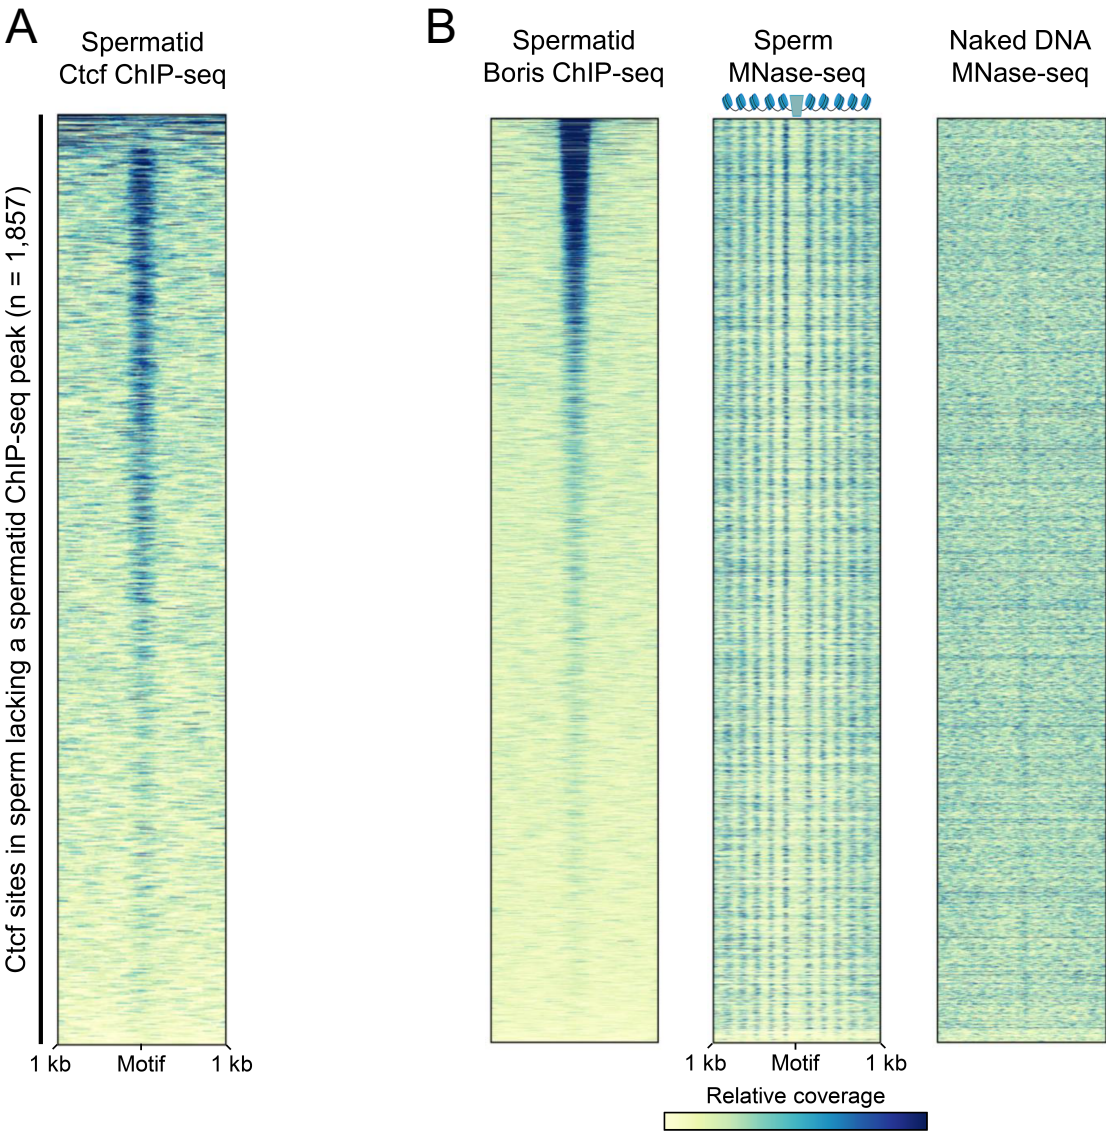

Supplemental Figure 9

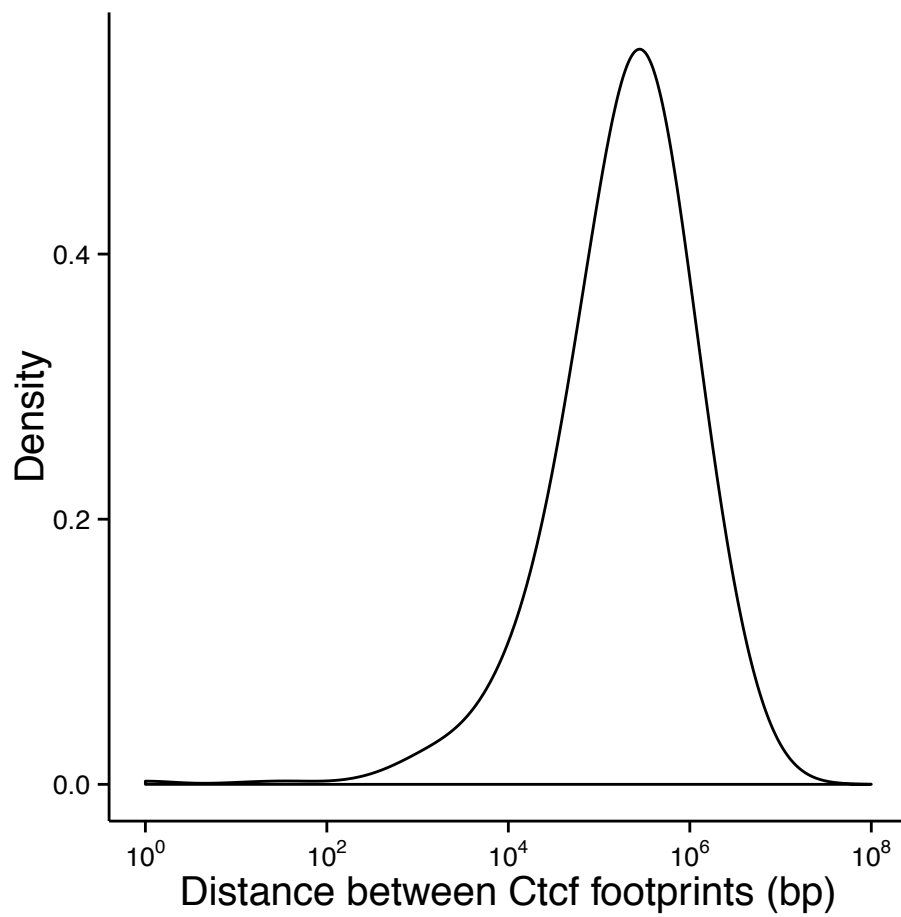

Supplemental Figure 10

M01200 CTCF

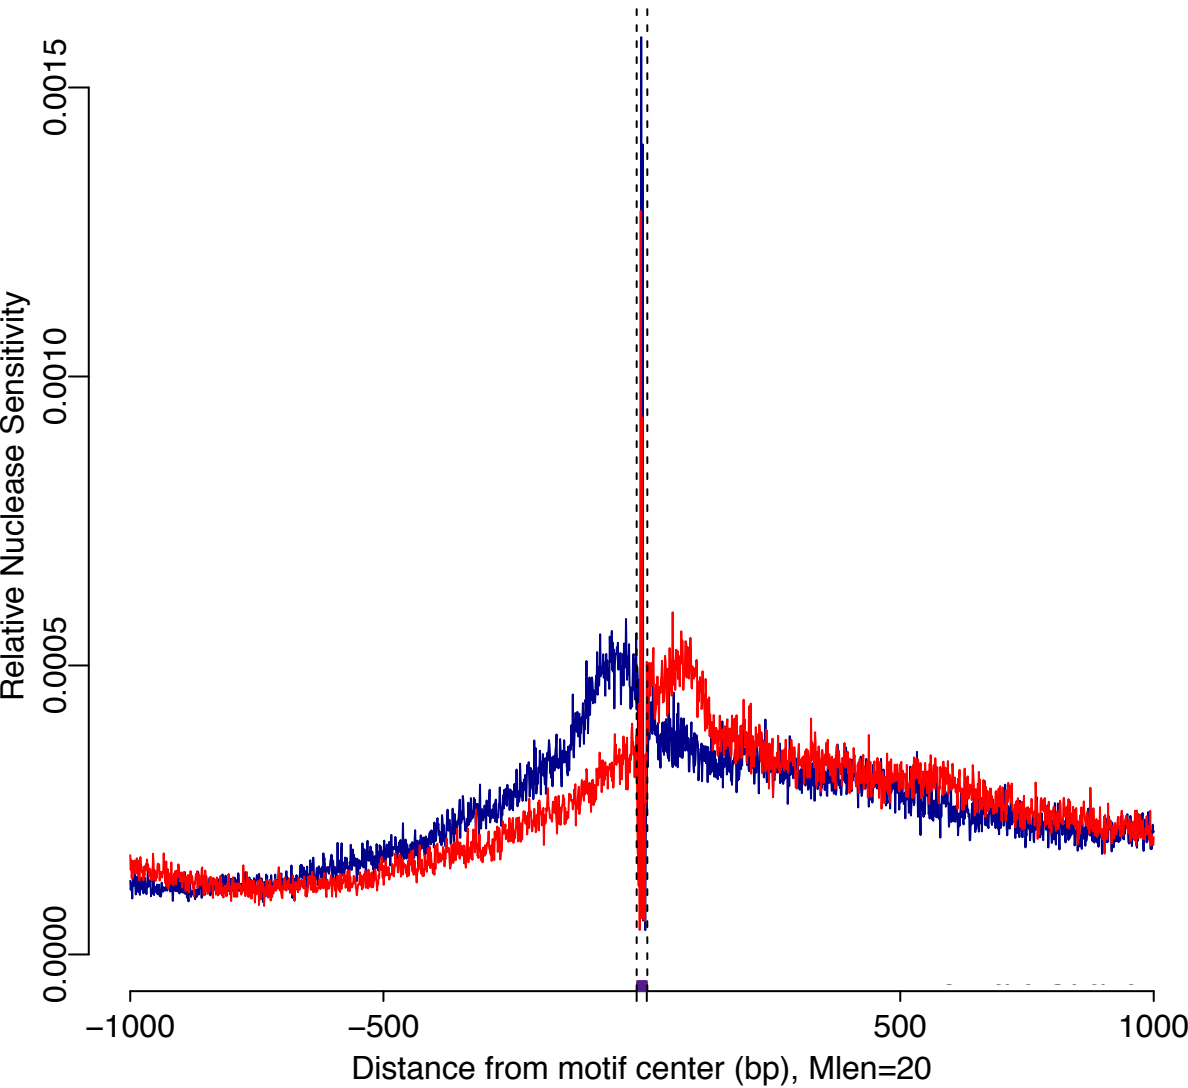

## Supplemental Figure 11

Ctcf footprints

Carone et al. Ctcf footprints

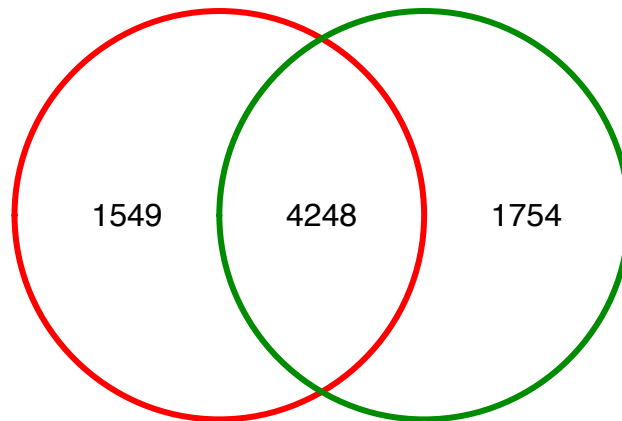

**Supplement:** Supplementary Information

How the deposited data were processed for this re-analysis (not part of the article)

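The data used were all from mice: RNA of decapsulated testes from 4 adult transgenic mice, and lists of nuclease footprints in mature sperm. Human sperm, naked control DNA and the separate sperm libraries were not analysed here, because no processed values for them were used.

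For the RNA, the authors aligned paired-end reads with TopHat2 2.0.9 to mm10 with the human protamine insert added and counted uniquely aligned reads per RefSeq gene with HTSeq. The deposited values are headed TPM but add up to 150676 to 167554 per mouse, so they were read as RPKM made by the authors, that is, reads per kilobase of gene scaled by library size. This reading is inferred, and the library size used is not stated. Each value was divided by its column's total, 92 spike-in RNAs included, and scaled to TPM, which gives the values of Supplemental Table I for all but 2 of the 33 factors compared. Values were kept per mouse. The table holds no counts, so no counting error could be given. The relative depth of the mice, estimated from the commonest ratio among genes under 2 TPM, ran from 1 to 1.17, and the total depth is unknown. The depth behind the footprints is unknown.

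For the footprints, the authors aligned wild type MNase, wild type DFF and transgenic MNase sperm reads with Bowtie2 2.0.2 after base calling with CASAVA 1.8.2, removed duplicates, pooled the 3 libraries and scored motif instances with CENTIPEDE. In the deposited lists the PWM column is a log2 likelihood ratio that the authors computed for the motif against a uniform background. The posterior probability of binding is a fraction between 0 and 1 from the authors' CENTIPEDE model, and each list as deposited starts at 0.95. A further deposited column is a score made by the authors, the natural-log odds of that posterior. The homeobox intervals were deposited merged, with coordinates alone. Lists were named by the factor that Supplemental Table I assigns to each motif: M00724, whose motif name is HNF3alpha (an older name of Foxa1), is called Foxa3, and M00791, named HNF3, is called Foxa2. Coordinates are mm10, and the bases under the sites in GRCm38 carry the motifs. The end coordinate of a deposited site is 1 base short of its motif.

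TPM was compared within mice on the scale log2(TPM + 1) by an exact sign-flip test over 4 mice, two-sided, whose smallest p is 0.13. The unit of replication is the mouse. Promoters ran from 5 kb upstream to 0.25 kb downstream of each curated RefSeq start site. They covered 26180 genes, of which 23124 were found in the RNA table, 21505 by the same symbol and 1619 by a synonym. Expressed genes were those above 0 in all 4 mice. Classes of genes were compared by Fisher's exact test with Benjamini-Hochberg adjustment over 10 lists (3 Ctcf motifs counted as 1 factor), at a threshold of 0.05. Over all genes there is no gene class to compare with, so the sites of each list were shifted 1000 times around their chromosomes, and bedtools fisher gave a second value. Both run over whole chromosomes, without regard to base composition, mappability or gaps in the assembly. RNA of genes with and without a promoter footprint was compared by a permutation test with 100000 resamples across genes. Matching on GC content drew equal numbers of class genes and other genes, at random, from bins of 1 percentage point. It kept 5140 of 16941 expressed genes and 997 of 1125 olfactory receptor genes. Matched values are from 1 draw unless stated. Densities of sites were compared by an exact binomial test. The bounds of the integration and protamine domains, the class of ribosomal RNA genes and the scan of the genome for all motif instances were chosen after the data were seen.

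Genes named in the text follow a rule set before the data were examined. It names every gene the paper names, every mouse factor of Supplemental Table I, the 10 RNAs of highest mean TPM, the 10 genes of largest SD of log2(TPM + 1) between mice among those with a mean of at least 10 TPM, for each factor the 3 expressed genes of highest mean TPM with a promoter footprint, footprints in the domains and in Table 1, and members of fixed lists. The lists are RE1 targets of Rest, imprinted genes, genes of embryonic genome activation, olfactory receptors, sperm chromatin packaging, Ctcf and cohesin, the homeobox factors of Supplemental Table I, and markers of spermatids, spermatocytes, spermatogonia, Sertoli cells, Leydig cells, peritubular muscle, immune cells, endothelium, blood and epididymis.

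Alternatives included leaving out each mouse, a pseudocount of 0.1, a posterior of at least 0.99, promoters from 1 kb upstream, expressed genes with a mean of at least 1 TPM, merging of overlapping sites, GC matching and shifts. A sample was singled out by Dixon's ratio at its 5% critical value for 4 samples. Comparison of bound with other sites was left out, since the lists hold only bound sites. The alternatives with 1 promoter per gene, with motifs widened by 1 kb, with all lists merged in the regions, with either of Foxj2 and Pou2f1, with touching Ctcf intervals merged, with spike-ins left out and with deposited values as they stand were chosen after the data were seen. The tests were tried on simulated data: of 100 simulated promoter sets with an odds ratio of 2 the test called 100, of 100 with an odds ratio of 1 it called 4, and of 200 simulated median differences of 0 it called 7%. The work used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, pysam 0.24.0 and matplotlib 3.10.9, bedtools 2.31.1 and samtools 1.23.1.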

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

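The tests that weigh the 3 patterns below were chosen only after those patterns had been seen in the same data, apart from matching on GC content, which was set before, and the bounds that decide each test were written down before it was run.

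Of 116 sets of 4 values tested for a single mouse far from the other 3 (single genes, ratios, list means and the spike-in share), 8 had a Dixon ratio past its 5% critical value, and chance alone gives about 1 in 20. In 5 of them the ratio is 1 because a single mouse had any RNA: Foxa1 (1; mouse 4, 0.111 TPM), Barx2 (1; mouse 2, 0.402 TPM), Hoxb4 (1; mouse 4, 0.138 TPM), Vsx1 (1; mouse 3, 0.106 TPM) and the microRNA Mir3079 (1; mouse 3, 45.5 TPM). Mouse 1 was low for the kallikrein gene Klk1b8 (ratio 0.926, 1.32 TPM against a mean of 28.2 in the others) and for 1700063D05Rik (0.849, 4.22 against 35.0 TPM). Mouse 3 was low for the synaptic gene Syn1 (0.894, 0.118 against 0.226 TPM).

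Some signals lie outside what the paper discusses. Of the RE1 targets of Rest, 9 had a Rest footprint in a promoter, and since RE1 is the Rest motif an excess over other genes is built into that list. Foxa2 footprints were enriched in promoters of expressed genes with an odds ratio of 1.37, although Foxa2 itself had no testis RNA. Under shifts along the chromosome the ratio was 0.936 (adjusted permutation p = 0.0475), and with promoters from 1 kb upstream the odds ratio was 1.29 and not past the threshold (adjusted p = 0.0888, Fisher's exact test). Nhp6b footprints were enriched in olfactory receptor promoters with an odds ratio of 1.81, which became 0.686 against promoters of the same GC content.

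Homeobox and Pou2f1 footprints are frequent in olfactory receptor promoters. Called sites were not uniformly dense over the receptor clusters. Promoters held 2.12 times the homeobox density of flanks 10 to 60 kb away and 2.00 times the Pou2f1 density. For homeobox the promoters, at 59.0 per Mb, were near the 53.6 per Mb of all autosomes, and the flanks, at 27.9, were below it. These densities are per base without correction for mappability, so they cannot tell uneven binding from uneven scoring. Base composition remains open and may account for the whole excess: against promoters of equal GC content the odds ratio was 0.945 for homeobox and 1 for Pou2f1. More Pou2f1 motifs per promoter could contribute as well, because a single instance was called no more often there (odds ratio 0.827). No biological explanation was tested, as the design holds no condition that changes these promoters.

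Ctcf footprints are frequent in promoters of expressed genes. The other genes include most olfactory receptors, which held no Ctcf promoter site, and the comparison was not repeated without them. More start sites per expressed gene are argued against as the whole cause, because with 1 promoter per gene the odds ratio was 1.76 (adjusted p = 1.537e-06, Fisher's exact test). Base composition cannot be told apart from an effect of expression. The GC-matched odds ratio of 1.37 has a 95% confidence interval of 1.05 to 1.79. This interval reaches below the ratio of 1.2 set as the bound for this test. Over 100 other draws of matched genes the ratio ran from 1.07 to 1.57. A candidate explanation is a higher number of Ctcf motifs in these promoters, 0.179 against 0.130 per promoter, as a single instance was listed with an odds ratio of only 1.15 (p = 0.260, Fisher's exact test).

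Foxj2 and EWSR1-FLI1 lists hold many overlapping instances of their motifs. For Foxj2 repeat tracts are a likely source: 100.00% of the 42788 instances in groups of 3 or more lie in soft-masked sequence, against 89.8% of single ones. For EWSR1-FLI1 the share was 100% in groups and 99.9% in single instances, so grouped and single instances cannot be told apart by repeats. No biological explanation was tested.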

How the results depend on the processing

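The tests with 1 promoter per gene, with footprints widened by 1 kb at promoters, with sites of all lists merged in the regions, with either of Foxj2 and Pou2f1, with touching Ctcf intervals merged, with spike-ins left out and with deposited values as they stand were chosen after the data were seen. Over 83 results, 377 alternative values were computed and 290 kept their direction, their side of the threshold or, for values without a test, their size. Of the rest, 21 lost their call, 12 gained one, 23 moved and 31 reversed. All 95 values of RNA level in testis kept theirs, as did 39 of 59 for footprint lists and regions and 156 of 223 for promoters. The RNA values include those of the human transgenes without each replicate, which could hardly have changed. Every transgenic RNA was lower in every mouse, so leaving out a mouse could not reverse its difference. A mean over the mice moves by less than their SD when a mouse is left out, so its size had little room to change. No stability is therefore read from the values without a replicate. The cause was not tested for any change below unless it is stated.

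Promoters of expressed genes depended on the background. Under shifts along the chromosome the ratio to chance was 1.56 for Rest, 0.959 for Foxj2, 0.658 for Pou2f1, 0.940 for Foxa3, 0.723 for homeobox and 0.936 for Foxa2. Rest, Foxj2, Foxa3, homeobox and Foxa2 thus reversed. Pou2f1 and both Nhp6b motifs gained a call, and EWSR1-FLI1 lost its call. Against the genome by bedtools the ratios printed above were, in the same order, 1.74, 0.993, 0.604, 0.958, 0.616 and 0.954. Both compare with the whole genome rather than with other genes. With GC matching the odds ratio was 0.582 for Rest, which lost its call, and 1.66 for Pou2f1, 1.62 for homeobox, 1.64 for Nhp6b and 1.67 for its other motif, the last 4 with a call that the unmatched comparison lacked. With 1 promoter per gene Pou2f1 had 0.879, with a call, and homeobox 0.987. A posterior of at least 0.99 gave 1.02 for Pou2f1 and 1.05 and 1.04 for the Nhp6b motifs. Widening gave 1.1 for homeobox, with a call, and 1.00 for the other Nhp6b motif. Promoters from 1 kb upstream gave 0.674 for Rest, without a call, and 0.851 for EWSR1-FLI1.

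For olfactory receptors GC matching gave 0.945 for homeobox, 1 for Pou2f1, 0.686 and 0.695 for the Nhp6b motifs, 0.684 for Foxa3, now called, and 0 for Ctcf, no longer called, with a site at 5 of 997 matched genes. Shifts gave 1.14 for homeobox, 1.48 for Pou2f1 and 0.648 for Foxj2, none of them called. Promoters from 1 kb upstream gave 0.641 for Foxj2 and 1.06 for EWSR1-FLI1, Foxa3 had 1.04 with 1 promoter per gene, and Rest had 1.17 (1.165) against the genome.

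RNA of genes with a promoter footprint, minus that of genes without, changed when genes under 1 TPM were left out: the log2 difference was -0.59 for Ctcf, now called, -0.76 for Rest and 0.096 for Foxa3, no longer called, -0.15 for Foxj2, -0.028 for Foxa2, -0.43 for EWSR1-FLI1 and -0.0067 for homeobox. Without each replicate the homeobox difference ran from -0.014 to 0.0059 and the Rest difference from -1.24 to -1.15.

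Without each replicate in turn, transgenic RNA was 15.1 to 15.9% of endogenous RNA for PRM1, 51.2 to 56.9% for PRM2, 9.77 to 10.2% for PRM3 and 0.396 to 0.447% for TNP2. PRM1/PRM2 was 0.979 to 1.04, Prm1/Prm2 was 3.39 to 3.81, Pax6 was 3.15 to 3.89% of Esx1, and 17249 to 17432 genes were expressed.

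The count of expressed genes with promoter footprints of both Foxj2 and Pou2f1 moved from 264 to 29 with promoters from 1 kb upstream. It was 434 with widening, 2547 with either factor and 3380 with both of these changes. Merging overlapping instances, which can only lower a count, left 53065 Foxj2 and 1843 EWSR1-FLI1 sites, 438 and 431 sites in the 5 Mb regions of chromosomes 16 and 19 with a density ratio of 1.02, and 34 and 22 in the protamine and integration domains. The median spacing of Ctcf sites was 232, 216 and 241 kb with M01200, M01259 and MA0139.1 alone, which have fewer sites. The Jaccard index became, as a share of the smaller list, 87.5% for Ctcf M01200 with MA0139.1, 70.2% for Foxa3 with Foxa2, 4.38% for Pou2f1 with homeobox, 6.72% for Foxj2 with homeobox and 1.57% for Pou2f1 with Foxj2. With sites widened by 1 kb it was 0.773, 0.484, 0.111, 0.0961 and 0.0657 for these pairs.

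Bound sites were not compared with other sites, since the lists hold only bound ones, and EWSR1-FLI1 gave no finite odds ratio for olfactory receptors with GC matching. Total depth is unknown for every library and the tables hold no counts, so no result was tested at lower depth. RNA near 0 TPM is where depth limits the values, and a place without a footprint is not known to be unbound.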

Differences from the paper's values

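The settings named here as chosen after seeing the values were not among the alternatives set before the data were examined. A value is said to differ when it and the paper's are more than 1.5 times apart and further apart than the SD, so smaller gaps are not listed. By this rule 3 of 56 measures differ. Of these 56, 33 are testis RNA levels of single factors, which the paper took from the same libraries. Gaps within the rule can still be large: 246 of 1125 olfactory receptor genes had a homeobox promoter footprint, fewer than the paper counts. The printed ratios of Fig. 2A match those found here, 15.5%, 53.9%, 9.92% and 0.427%.

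For testis promoters with Foxj2 and Pou2f1 motifs the paper's value is 4386, and 264 expressed genes had footprints of both factors, with 278 promoters that held both. Under the alternatives set before the data were examined the count was 29 (promoters from 1 kb upstream), 243 (mean TPM of at least 1) and 250 (posterior of at least 0.99), and each of these differs too. The paper counts promoters, and counted so, either factor gave 2971 and either factor with widening by 1 kb gave 3991, both within 1.5 times the paper's count, while both factors with widening gave 453. Counted by gene these were 2547, 3380 and 434, of which only 3380 is within 1.5 times. These settings were chosen after seeing the values, and the paper does not list its promoters, so how many of them are dropped is unknown.

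For Foxa3 the paper's value in Supplemental Table I is 0.03 ± 0.06 TPM (SD), and the mean here was 1.49 ± 0.622 TPM (SD, n = 4 mice). Without each replicate in turn it was at least 1.26 TPM, and every one of these means differs. For Irf2 the paper's value is 0.30 ± 0.07 TPM (SD) and the mean here was 28.8 ± 1.64 TPM, with 28.2 to 29.3 TPM without each replicate, all of which differ. Of the 33 factors of that table compared, these 2 differ. The paper's Foxa3 value matches the mean found here for Foxa1, 0.0278 ± 0.0556 TPM, and its Irf2 value matches that of Ikzf2, 0.301 ± 0.0705 TPM. The motif that the paper assigns to Foxa3, M00724, is named HNF3alpha, an older name of Foxa1.

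Settings that reach other values of the paper are M01200 alone for the spacing of Ctcf sites, at 232 kb against the paper's 230.5 kb, and merging of touching intervals, chosen after seeing the values, for the number of Ctcf sites, at 5797 as in the paper.

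Some directions differ. The paper finds Rest and Pou2f1 sites enriched in promoters of testis-expressed genes, where the odds ratios here were 0.624 and 0.973. Rest was above chance there under shifts along the chromosome (1.56) and against the genome (1.74), and Pou2f1 was above other genes with GC matching (1.66). Foxj2 was enriched as the paper states against other genes (1.37), but not under shifts (0.959) or against the genome (0.993). Over all RefSeq promoters the paper reports enrichment for Rest alone, and here Rest (1.78) and Ctcf (2.04) were both above the mean of random shifts. Ctcf is not enriched in either promoter set according to the paper, and its odds ratio in expressed genes was 1.84 here. For sites upstream of ribosomal RNA no direction was found to set against the paper's, because 48 of the 62 annotated genes share 1 merged promoter, the homeobox factors are merged in the list, and the paper does not name its annotation. A Ctcf site between Socs1 and Tnp2 is called as bound in the paper and is absent from the lists used here, which do not hold its relaxed calls. The paper counts more footprints in the integration domain than in the protamine domain. Here the order was reversed, with 39 and 56, in domains whose bounds were chosen after the data were seen. The paper describes Ctcf spacing as log-normal, and the skewness of the log10 distances was -0.98, or -0.55 without distances under 1 kb, where random places had a mean of -1.08.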

Other observations

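The tests of footprints in promoters of the gene lists and on chromosome X were chosen after the data were seen, and the lists themselves were written before.

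Imprinted genes were transcribed in the testis at modest levels, with a median of 3.41 TPM over 25 genes, of which 23 were above 0 in all 4 mice. Pou2f1 had a promoter footprint at 6 of them, Kcnq1ot1, Ndn, Peg10, Sgce, Snrpn and Usp29 (odds ratio 4.53, Fisher's exact test, adjusted p = 0.249 over all lists and factors). By the same Fisher's exact test Foxj2 was at 6 (adjusted p = 0.744), homeobox intervals at 8 (adjusted p = 0.945) and Ctcf at Cdkn1c, a growth inhibitor.

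Genes of embryonic genome activation had a median of 0.446 TPM over 35 genes, with 17 above 0 in all mice. Foxj2 had promoter footprints at the chaperone gene Hsp90aa1 and at Klf5, and homeobox intervals lay at Klf4 (122 ± 13.9 TPM, SD, n = 4 mice) and Klf5 (57.8 ± 6.01 TPM). Ctcf, Rest and Pou2f1 had none in this list.

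Genes of Ctcf and cohesin had a median of 24.5 TPM over 14 genes, all above 0 in every mouse. Ctcfl, the germ cell paralog of Ctcf, had 16.4 ± 2.23 TPM. Homeobox intervals lay in promoters of 5 of them, Ctcfl, Nipbl, Rad21, Rad21l and Stag1, and Rest had a footprint at Rad21l, a meiotic cohesin. In the list of sperm chromatin packaging Foxj2 footprints lay at Asf1a, Epc1 and H2ac1, a testis histone gene with 339 ± 23.7 TPM.

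RE1 targets of Rest had a median of 0.509 TPM over 35 genes, and 28 were above 0 in all mice.

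Sites of M00724, the HNF3alpha motif that the paper assigns to Foxa3, were enriched in promoters of expressed genes (odds ratio 1.37, Fisher's exact test, adjusted p = 1.416e-07), and genes with one had more RNA than genes without, with medians of 5.28 and 3.65 TPM (permutation test across genes, adjusted p = 2.000e-04). Both depend on the comparison: under shifts along the chromosome the ratio was 0.940 (adjusted permutation p = 0.0475), and among genes of at least 1 TPM the log2 difference was 0.096 and not past the threshold. The most abundant genes with a Foxa3 site were the sperm glycolysis gene Gapdhs at 2763 ± 92.2 TPM (SD, n = 4 mice), the fatty acid binding gene Fabp9 at 2654 ± 80.1 TPM, and Hsp90aa1. For Nhp6b, which had an odds ratio of 0.966 in expressed genes, they were Tmsb10, Tmsb15a and the sperm tail gene Rsph1 at 1358 ± 109 TPM. For EWSR1-FLI1 they were 1700028P14Rik at 333 ± 33.1 TPM, Tsc22d1 and Hacd1 at 108 ± 5.82 TPM.

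Blood markers gave a mixed picture, with 4 globin genes at 0 in every mouse and Hbb-bs, listed under a synonym, at 28.9 ± 19.6 TPM.

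Footprints were sparser on chromosome X than on autosomes in each list. Sperm are haploid and only some carry an X chromosome, and coverage and mappability of X were not measured here. Fewer reads on X therefore cannot be told apart from fewer bound sites. Ctcf had 2.37 sites per Mb on autosomes and 0.789 on chromosome X, a ratio of 0.334. The ratio was 0.392 for Rest, 0.552 for Foxj2, 0.616 for Foxa3, 0.621 for homeobox intervals and 0.703 for Pou2f1. Among motif instances the odds of being listed were lower on chromosome X for Ctcf M01200 (0.501), Pou2f1 (0.467), Foxj2 (0.478) and Foxa3 (0.588), and for Rest they were 0.80 (p = 0.282, Fisher's exact test).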
